# Quantitative mapping of mRNA 3’ ends in *Pseudomonas aeruginosa* reveals a pervasive role for premature 3’ end formation in response to azithromycin

**DOI:** 10.1371/journal.pgen.1009634

**Published:** 2021-07-12

**Authors:** Salini Konikkat, Michelle R. Scribner, Rory Eutsey, N. Luisa Hiller, Vaughn S. Cooper, Joel McManus

## Abstract

*Pseudomonas aeruginosa* produces serious chronic infections in hospitalized patients and immunocompromised individuals, including patients with cystic fibrosis. The molecular mechanisms by which *P*. *aeruginosa* responds to antibiotics and other stresses to promote persistent infections may provide new avenues for therapeutic intervention. Azithromycin (AZM), an antibiotic frequently used in cystic fibrosis treatment, is thought to improve clinical outcomes through a number of mechanisms including impaired biofilm growth and quorum sensing (QS). The mechanisms underlying the transcriptional response to AZM remain unclear. Here, we interrogated the *P*. *aeruginosa* transcriptional response to AZM using a fast, cost-effective genome-wide approach to quantitate RNA 3’ ends (3pMap). We also identified hundreds of *P*. *aeruginosa* genes with high incidence of premature 3’ end formation indicative of riboregulation in their transcript leaders using 3pMap. AZM treatment of planktonic and biofilm cultures alters the expression of hundreds of genes, including those involved in QS, biofilm formation, and virulence. Strikingly, most genes downregulated by AZM in biofilms had increased levels of intragenic 3’ ends indicating premature transcription termination, transcriptional pausing, or accumulation of stable intermediates resulting from the action of nucleases. Reciprocally, AZM reduced premature intragenic 3’ end termini in many upregulated genes. Most notably, reduced termination accompanied robust induction of *obgE*, a GTPase involved in persister formation in *P*. *aeruginosa*. Our results support a model in which AZM-induced changes in 3’ end formation alter the expression of central regulators which in turn impairs the expression of QS, biofilm formation and stress response genes, while upregulating genes associated with persistence.

## Author summary

*Pseudomonas aeruginosa* is a common source of hospital-acquired infections and causes prolonged illness in patients with cystic fibrosis. *P*. *aeruginosa* infections are often treated with the macrolide antibiotic azithromycin, which changes the expression of many genes involved in infection. By examining such expression changes at nucleotide resolution, we found azithromycin treatment alters the locations of mRNA 3’ ends suggesting most downregulated genes are subject to premature 3’ end formation. We further identified candidate RNA regulatory elements that *P*. *aeruginosa* may use to control gene expression. Our work provides new insights in *P*. *aeruginosa* gene regulation and its response to antibiotics.

## Introduction

The Gram-negative bacterium *Pseudomonas aeruginosa* (*P*. *aeruginosa*) is an important opportunistic pathogen in humans. It is a leading cause of hospital-associated pneumonia [1–6]. *P*. *aeruginosa* infections are associated with increased morbidity and risk of death in patients with pulmonary disorders such as cystic fibrosis (CF), chronic obstructive pulmonary disease (COPD), and diffuse parabronchiolitis (DPB). *P*. *aeruginosa* readily forms aggregates or biofilms that are thought to exacerbate disease progression, and contribute to antibiotic resistance and the persistent nature of *P*. *aeruginosa* infections [7–11]. For example, in the lungs of patients with cystic fibrosis, *P*. *aeruginosa* biofilms cause continual damage to the airways by recurrent infection, inflammation, and airway obstruction [12]. Due to their clinical importance, understanding the regulation of biofilms has become a major focus of *P*. *aeruginosa* research.

Sub-inhibitory concentrations of the macrolide antibiotic azithromycin (AZM) improves clinical outcomes in patients with cystic fibrosis, diffuse panbronchiolitis (DPB) and chronic obstructive pulmonary disease (COPD) [13–17]. In mouse models of *P*. *aeruginosa* infection, including a CF model, AZM reduced bacterial load and improved lung pathology [18, 19]. These effects were attributed to the interference with quorum sensing (QS), suppression of virulence factors, and attenuation of host inflammatory responses. Previous studies demonstrated that AZM targets QS by an uncertain mechanism, which in turn is proposed to control biofilm formation and virulence factor production [20–29]. Consistent with these biological effects, AZM treatment changes the transcript levels of genes involved in QS, virulence factor production, and oxidative stress [2, 20–29]. For example, AZM downregulates the expression of components of the *lasI/lasR* and *rhlI/rhlR* QS systems as well as QS-controlled genes coding for virulence factors such as elastase, flagellar motility factors, and rhamnolipid synthesis [2, 20–22, 25, 27–29]. AZM also downregulates QS-regulated oxidative stress response genes including catalase *katA* and superoxide dismutase *sodB* [25, 30]. While these pathways clearly respond to AZM, the underlying mechanisms remain unclear, particularly in biofilms.

AZM binds near the peptidyl transferase center on the large subunit of bacterial ribosomes and disrupts translation elongation by hindering the passage of newly synthesized polypeptides through the polypeptide exit tunnel [31–35]. Translation inhibition is hence thought to account for QS inhibition, which in turn inhibits biofilm formation and virulence gene expression by AZM in *P*. *aeruginosa*. Because transcription elongation and mRNA translation are spatio-temporally coupled in bacteria [36–39], the translation stalling caused by AZM could directly alter the production of full-length transcripts from QS genes and transcriptional regulators of the stress response. The extent of reduced transcriptional processivity due to AZM treatment remains an important unresolved question because methods used in previous studies lacked the resolution to differentiate between premature and full-length mRNA transcripts.

RNA 3’ end mapping allows genome-wide identification of RNA 3’-OH ends [40] and quantitation of differential gene expression [41, 42]. RNA molecules with free 3’-OH ends include both full length and premature transcripts resulting from intrinsic or factor-dependent transcription termination, transcriptional pauses and stable intermediates produced by ribonucleases [40, 43–45]. Bacteria often employ conditional transcription termination in their transcript leaders to regulate expression in response to drugs, metabolites, and stresses [46–51]. *Cis-*regulatory elements that use premature transcription termination include transcription attenuators and riboswitches, often collectively referred to as riboregulators. Their mechanisms of action involve formation of alternate RNA structures that promote full length transcript synthesis (anti-terminator) or effect premature transcription termination (terminator). The activities of riboregulators are often mediated by interaction of the nascent transcript with small molecules, ribosomes, tRNAs, or regulatory proteins. As such, riboregulators are potential therapeutic targets, and may provide synthetic biology applications [52–55]. Since conditional premature transcription termination regulates biofilm formation, virulence, and expression of antibiotic resistance genes in other bacteria [40, 51, 56, 57], efforts to identify and characterize genes likely to be controlled by riboregulators in *P*. *aeruginosa* would be beneficial.

In this study, we employed a modification of the genome-wide 3’ end mapping approach Term-Seq [40], which we call 3pMap (Fig 1), to characterize the transcriptional landscape of *P*. *aeruginosa* and the acute effects of clinically relevant sub-inhibitory concentrations of AZM on gene expression. We examined differential gene expression in planktonic and biofilm cultures of *P*. *aeruginosa* in response to AZM. AZM altered the expression of over two hundred genes in each condition, including key factors involved in QS, biofilm formation, virulence factor production, and stress responses. Notably, most genes downregulated in response to AZM in biofilms showed increased intragenic 3’ end formation, indicating a role for the antibiotic in regulating transcription. Furthermore, AZM treatment strongly induced the peristence gene *obgE*, accompanied by a corresponding decrease in premature 3’ end formation in its transcript leader. Together, our results provide novel insights into transcriptional regulation in *P*. *aeruginosa* and support a model in which AZM-induced changes in premature 3’ end formation alter the expression of key transcriptional modulators and structural genes involved in QS, virulence, stress response, and persistence.

**Fig 1:**
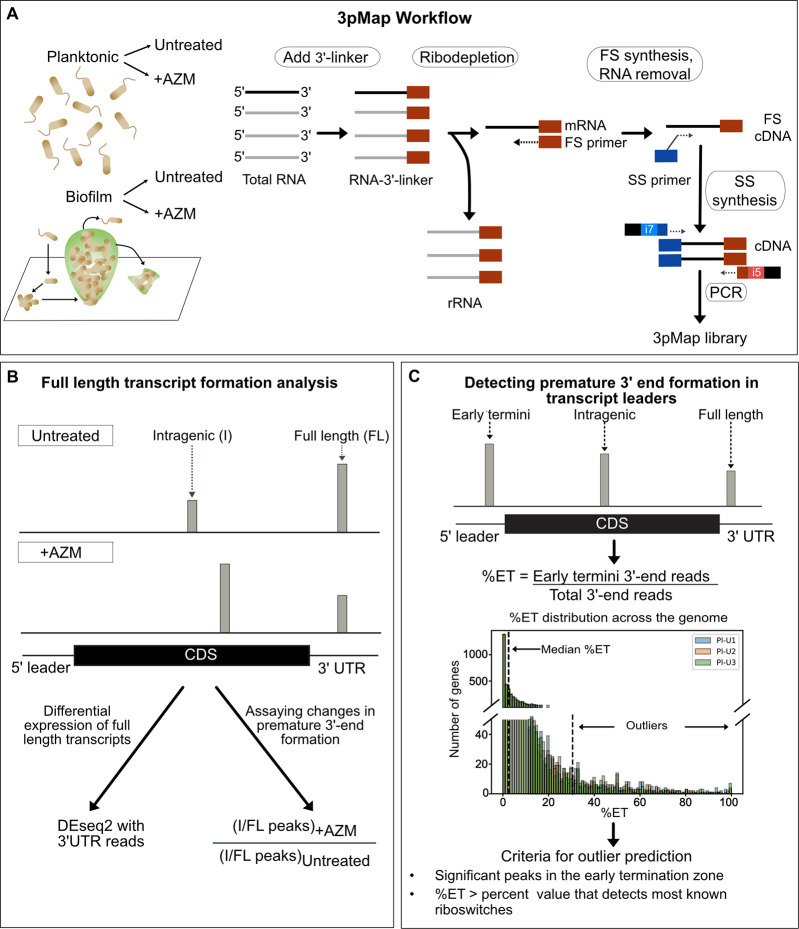
3pMap workflow and data analysis. **(A)** 3pMap library synthesis. A 3’ adapter is ligated to total RNA, followed by rRNA depletion. The cDNA is generated by reverse transcription with oligos containing sequences complementary to the adapter (first strand, FS) and to random priming sites (second strand, SS). The cDNA libraries are PCR amplified to generate Illumina sequencing libraries. **(B)** Assaying changes in full length transcript synthesis. 3’ end reads and peaks were categorized as intragenic (I) and full length (FL) depending on their locations. Differential changes in gene expression were measured using DEseq2 of all 3’ end reads (see Methods). Relative changes in premature 3’ end formation were measured by comparing the I/FL peaks in AZM-treated vs. untreated samples. **(C)** Predicting RNA regulatory elements in transcript leader neighborhood. 3’ end reads are assigned to genes /operons and categorized as early termini (transcript leader + 40 nucleotides) (ET), intragenic (I), and 3’UTR or full length (FL) reads. Genes with significant 3’ end peaks in the ET zone and %ET >30 are considered outlier candidates.

## Methods

### Strains and culture conditions

The effects of AZM on both planktonic cells and biofilms of a UCBPP-PA14 strain isolate (genome at NCBI GEO under accession GSE173073) were investigated. Populations from freezer stock were revived by culturing overnight in LB broth at 37°C with shaking at 300 RPM to an optical density (OD_600_) of 1.0. For planktonic cells, this culture was diluted to OD_600_ 0.1 in 5 mL LB broth and grown to a final OD_600_ of 0.47 (~3 hours shaking at 37°C). A subinhibitory concentration of AZM (0.5 μg/ml final concentration) was added to three cultures (S1 Fig). Three cultures without AZM were used as negative controls. The cultures were incubated for an additional 20 minutes at 37°C. One volume of RNA stabilization solution (5.3M ammonium sulfate, 20 mM EDTA, 25 mM sodium citrate, pH 5.2) was added and the cells were pelleted by centrifugation at 2,500xg for 10 minutes. The supernatants were discarded and the pellets were frozen at -20°C for RNA extraction. For biofilms, a mid-log phase PA14 culture was diluted to an optical density of 0.05 into six-well plates (one plate per culture) incubated at 37°C for 24 hours. The media was removed and replaced with or without AZM (0.5 μg/ml) and incubated at 37°C for 3 hours. The media was removed and 750 μl RNA stabilization solution was added to each well. The biofilms were scraped from the wells and the cells were pelleted by centrifugation at 2500xg for 10 minutes. The supernatants were discarded and samples were saved at -20°C until RNA extraction.

### RNA extraction and DNase treatment

Total RNA was extracted using the Quick-RNA Fungal/Bacterial Miniprep kit (Zymo Research R2010) according to the manufacturer’s instructions. To remove any contaminating genomic DNA, 20–40 μg of total RNA was incubated with 6 units of TURBO-DNase (Thermo Fisher Scientific AM2238), 1X TURBO DNase buffer, and 20 units of SUPERase-In RNase inhibitor in a 1 ml reaction for 1 hour at 37°C. The RNA was re-isolated using acid-phenol, ethanol precipitated, and resuspended in nuclease-free water. The absence of contaminating DNA was confirmed by the absence of a GAPDH PCR product, using genomic DNA as a positive control for the PCR.

## High-throughput sequencing library preparation using 3pMAP

### 3’-linker addition and rRNA depletion

To reduce secondary structure, a 5 μl reaction containing 2 μg of RNA and 375 ng of universal miRNA 3’-cloning linker (New England Biolabs S1315S) was heated at 80°C for 2 minutes and placed on ice. The RNA was ligated to the 3’-linker by incubating the mix overnight at 16°C in a 20 μl reaction containing 12.5% PEG800, 10% DMSO, 1X T4 RNA Ligase buffer, 20 units SUPERase-In RNase inhibitor, and 200 units of T4 RNA Ligase 2, truncated K227Q (New England Biolabs M0351S). The RNA was precipitated with 3 volumes of ethanol, 1/10th volume of 3M sodium acetate (pH 5.2) and 20 μg of glycogen at -80°C for 1 hour. Ribosomal RNA (rRNA) depletion was performed using the Ribo-Zero rRNA removal kit for bacteria (Illumina MRZMB126) as per the manufacturer’s instructions, and ethanol precipitated as discussed above.

### High-throughput sequencing library synthesis and sequencing

Strand-specific 3pMap libraries were prepared using the QuantSeq Flex Targeted RNA-seq kit (Lexogen SKU:035.24) with the following modifications. Oligonucleotides used for library synthesis are listed below. First strand cDNA synthesis was performed as per the manufacturer’s instruction using 5 μl of 2.5 μM custom first strand synthesis primer mix containing partial Illumina Read 1 adapter (below). Following the first strand synthesis, RNA was removed, and the second strand of cDNA was synthesized using SS1X mix and custom second strand synthesis primer with Illumina Read 2 sequence. Half the purified cDNA was used as a template for PCR amplification using barcoded primers provided with the kit. The library concentrations were quantified using a Qubit dsDNA high sensitivity assay (ThermoFisher Scientific Q32854) and sizes were estimated on a Tapestation high sensitivity DNA ScreenTape (Aglient). The libraries were sequenced on an Illumina NextSeq 500 platform in a single-read, 75-nucleotide run as per the manufacturer’s instructions.

### Oligonucleotides for library preparation

First Strand Synthesis Mix (equimolar mix of three primers used for first strand synthesis):

3PUTR-FS-N-Read1 5’-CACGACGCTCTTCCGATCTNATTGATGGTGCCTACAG-3’

3PUTR-FS-NN-Read1 5’-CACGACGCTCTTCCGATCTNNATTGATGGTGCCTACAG-3’

3PUTR-FS-NNN-Read1 5’-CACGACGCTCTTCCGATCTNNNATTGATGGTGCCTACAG-3’

Random Second Strand Synthesis (SS) Primer

RandomSS-Read2 5’-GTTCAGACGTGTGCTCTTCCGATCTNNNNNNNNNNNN-3’

## Data processing

### Aligning reads to the genome and identifying significant peaks

Reads were first trimmed to remove adapter sequences. 5’ ends were trimmed with a custom Perl script (5p-trimmer.pl), which removed 15–17 nucleotides preceding “CAG”, then 3’ ends were trimmed using Cutadapt (v. 1.9.1; parameters -a AGATCGGAAGAGC -m 25) and aligned to our UCBPP-PA14 genome sequence (NCBI GEO, see above) using Bowtie2 (v 2.1.0, default parameters) to obtain the genomic coordinates for the 3’-ends of reads [58, 59]. 3pMap is strand specific, such that reads map to the strand from which they were transcribed. We used a custom Perl script, Map3p-seq-peaks.pl, to compare aligned 3’ end locations to an expected Poisson distribution of random 3’ ends in 50 nucleotide windows. Candidate peaks required a raw p-value < 5 x 10^-5, > 5-fold more reads than the average within the window, and a minimum of 5 total reads per peak. Strand specific peak files for each replicate were combined and RNA 3’ peaks that are present in at least two of three sample replicates were identified using a combination of bedtools functions [60] (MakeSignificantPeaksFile.sh). These peaks are referred to as significant peaks in further analyses.

### Bioinformatic prediction of Rho-independent terminators in *P*. aeruginosa

Rho-independent terminators in the *P*. *aeruginosa* genome were predicted using ARNold, a web-tool that combines two prediction algorithms Erpin and RNAmotif [61]. Due to limitations on the input file size, *P*. *aeruginosa* genome was split into two halves. The genomic coordinates for predicted Rho-independent terminators in the second output file were compiled using a Python script and a mergebed bedtools operation was performed in a strand-specific manner to obtain a 6-column file with coordinates for Rho-independent terminators (S1 Table).

### Genome-browser images

Integrated Genome Viewer [62] (IGV) images were exported as Scaled Vector Graphics (.svg) images and edited on Adobe Illustrator or Affinity Designer to obtain simplified views. Views for negative strand genes were inverted using mirror display option for the ease of visualization. IGV tracks show the reads present in the same strand as the gene of interest, using autoscale. The genomic coordinates for the IGV snapshots are included in the images. 3’ end read counts for samples are indicated above the tracks corresponding to the sample.

### Associating 3’ end reads with *P*. *aeruginosa* genes

For analysing the ability of 3pMap to accurately detect RNA 3’ ends, 3’ end reads within 400 nucleotides of genes were associated with the coordinates in.gff file using the bedtools windowbed function. The 3’ end significant peaks were associated with tRNAs and mRNAs if they were (a) intragenic located within the gene boundaries or (b) intergenic–n nucleotides downstream of the annotated 3’ end and does not overlap into the next gene on the same strand (n = 400 for mRNAs and n = 100 for tRNAs as the intergenic spaces between these genes and their downstream genes were shorter). For remaining steps in the analysis, genomic coordinates of *P*.*aeruginosa* transcript leaders (5’-UTRs) and transcriptional unit boundaries were obtained using LiftOver (UCSC genome browser) from a previous study on a nearly identical strain [63, 64] (S2 Table). If the lifted-over transcript leaders encroached the CDS of an upstream PA14 gene, gene boundaries in the PA14 genome annotation were retained. 3’ end reads within 400 nucleotides of genes were identified using the bedtools windowbed function (createFilesToAssociateWithGenes.sh). The 3’ end reads and peaks were assigned to gene transcriptional units if they satisfied either of the following conditions: a) the read is within defined operon boundaries, b) the read is downstream of the annotated 3’ end of a gene and does not overlap more than 10 nucleotides into the next transcriptional unit on the same strand. The significant peaks associated with transcriptional units are identified in S3 Table (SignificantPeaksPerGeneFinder.py).

### Quantifying the effects of AZM on gene expression in *P*. *aeruginosa*

For differential expression, we used total read counts in the 3’ UTR regions of transcriptional units (all 3’ reads) other than rRNAs as discussed above. The total number of reads in the 3’ UTRs was compiled using a Python script that sums up the counts for reads associated with 3’UTRs of transcriptional units (DEseqFileCreateAndRunInstruction.py), and pairwise differential expression analysis of planktonic and biofilm cultures +/- AZM were performed using DEseq2 [65] (S5 and S6 Tables). Genes with an adjusted P value (pAdj) < 0.1 were considered to have significant expression differences.

### Detecting relative changes in premature 3’ end formation in the presence of AZM

Since transcription pausing or termination would result in reproducible peaks, we used reads corresponding to significant peaks of transcript ends in the intragenic (I) and 3’UTR regions (FL) of transcription units for protein coding genes for this analysis (IFLratioFileCreator_Step1.py). To avoid false-positives due to low read counts, genes were only analyzed if the majority of the replicates have both I and FL read counts (no more than one zero value for I and / or FL per sample and treatment. Pseudocounts of 1 were used for all remaining zero values from I or FL peaks. Cochran-Mantel-Haenszel tests were used to identify genes with significant differences between the expected and observed read frequencies in triplicate samples of untreated and treated cultures (RcodeCMHIFL.R). The Benjamini-Hochberg procedure was used to control false discovery, with FDR < 0.1. Relative changes in levels of premature transcripts within the coding sequences of genes in response to AZM were estimated as the odds-ratio of intragenic (I) / full length (FL) 3’ end peak read counts in AZM treated vs. untreated samples. Tests were performed in R (version 3.6.1) using default parameters in 2 x 2 x 3 matrices.

### Predicting RNA regulatory elements in *P*. *aeruginosa* transcript leaders

We categorized reads present in the transcript leaders or 0–40 nucleotides into the ORF as early transcript termini reads. Percentage early termini reads (%ET) was calculated as follows:

%ET=(Earlyterminireads/Total3’endreadsinthegene)*100

The highest % ET that detected most predicted/known riboswitches (S11 Table) in *P*. *aeruginosa* was employed as a cut-off (S5A Fig) [66–68]. Genes with % ET above the cut-off in at least two replicates were considered for the next step. Since significant peaks denote 3’-ends that are reproducibly present above background noise in at least two replicates, only genes with significant peaks in their early termination zone were considered as outlier candidates. The ability of the RNA sequences upstream of significant peaks to form alternate RNA structures capable of causing Rho-independent termination were analyzed using the PASIFIC (Prediction of Alternative Structures for Identification of *cis*-regulation) web-based application [69]. Sequences were analyzed for the ability to form Rho-independent (intrinsic) terminators using ARNold [61].

## Results

### 3pMap accurately identifies RNA 3’-OH ends

To investigate transcription-mediated regulatory mechanisms and the acute effects of AZM on the transcriptional landscape of *Pseudomonas aeruginosa*, we developed 3pMap. 3pMap adapts a commercially available RNA-seq kit to map mRNA 3’ ends, by ligating a custom 3’ end oligonucleotide adapter to total cellular RNA and directing library preparation to the adapter sequence (Fig 1A). Sequencing library synthesis using 3pMap has fewer steps compared to the Term-Seq approach [40] and requires minimal RNA input (2 μg) per sample.

We first applied 3pMap to *P*. *aeruginosa* PA14 grown under planktonic conditions in rich media in triplicate to evaluate its accuracy. We aligned the reads to the genome and identified 3’ end peaks that are present in at least two replicates of a sample (significant peaks, see Methods). 

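The cultures were of the PA14 strain, with 3 replicates in each of 4 groups: planktonic untreated, planktonic + AZM, biofilm untreated and biofilm + AZM. An adapter was ligated to free 3' OH ends of total RNA, so the base next to the adapter marks the end of an RNA. The authors trimmed the reads, aligned them to the genome of the strain with Bowtie2, counted 3' ends per position and strand, and called peaks in each library. They kept peaks found in at least 2 of 3 replicates of a group and merged the peaks of all 4 groups into 1 deposited list. This list was used here with the authors' annotation of 5892 coding sequences, 59 tRNA genes and 13 rRNA genes. It holds 19740 peaks on the chromosome of the authors' genome sequence, with a median of 67 summed reads per peak. The list gives no value per library, so untreated planktonic peaks cannot be separated from the others. Significant peaks held 2669487 to 4342973 reads (median 3266218) in untreated planktonic libraries and 1171957 to 2786045 (median 2507440) in planktonic libraries with AZM, by S4 Table. In untreated biofilms they held 3739488 to 4080068 reads (median 4076502), and in biofilms with AZM 747315 to 6090118 (median 3557673). The reads carry no molecular identifiers, so intervals on shares cover counting error only.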

We assessed the distribution of 3’ significant peaks in intragenic vs. intergenic regions of tRNAs and protein coding sequences (S2 Fig). 

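Mature tRNAs end in CCA, the bases to which the amino acid is attached. In the PA14 annotation 57 of 59 tRNA genes are followed directly by an encoded CCA. A merged peak lay within 3 nt of the annotated 3' end at 57 of the 59 tRNA genes (96.6%), and 56 of these genes have the encoded CCA. At 55 of these peaks the nearest base was 3 nt past the annotated end, and at 2 it was 2 nt past it. The peaks had a median of 333392 summed reads, against 503 for the other peaks of tRNA genes. They held 99.1% of the summed reads of tRNA peaks. Counted as peaks, 57 of 156 (36.5%, Wilson 95% interval 29.4 to 44.3) lay within 3 nt, and 35 peaks lay inside the gene. A peak counted for a tRNA gene when it lay on the same strand, inside the gene or up to 100 nt downstream of it.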

Greater than 98% of significant peaks associated with tRNA genes were located within 3 nucleotides of the corresponding annotated 3’ ends (S2A and S2B Fig). Similarly, 88.4% of significant peaks associated with mRNAs were located in intergenic regions, with <12% located within coding sequences (S2C Fig). These results show that 3pMap accurately detects known RNA 3’ ends. 

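The metalloprotease gene lasB (PA14_16250, bases 1387516 to 1389012, plus strand) had 9 merged peaks. Its largest lay 1585 bases from the first base of the start codon, past the stop codon, with 1712 summed reads, and another lay inside the coding sequence at base 974, with 994. The largest peak of dksA (PA14_62490), which encodes a cofactor of RNA polymerase, was also past the stop codon, at base 486, with 2202 summed reads. By contrast, the DNA gyrase gene gyrA (PA14_23260) had its largest peak upstream of the start codon, with 2516 summed reads. Over the whole list, 3214 of 15085 peaks assigned to coding sequences (21.3%, Wilson 95% interval 20.7 to 22.0) lay downstream of the stop codon. These downstream peaks held 85.5% of the summed reads of all peaks assigned to coding sequences (20543558 of 24038365). A single peak between rhlR and rhlI, counted here as downstream of rhlR, held 9962380 of the downstream reads. It also lies upstream of the rhlI start codon. Among the tenth of peaks assigned to coding sequences with the most reads, 590 of 1508 (39.1%) were downstream. Peaks were assigned inside the coding sequence or up to 400 nt past it, before the next gene on the strand. With a limit of 100 nt the share was 11.5%. From the places of tRNA and mRNA peaks, the paper concludes that 3pMap finds known RNA 3' ends accurately.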

We detected a small amount of ribosomal rRNAs retained in the samples after rRNA depletion. 

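Of the ribosomal RNAs, 23S rRNA had 82 merged peaks, 16S rRNA 41 and 5S rRNA 14. The 4 peaks within 3 nt of an annotated 23S 3' end held 99.0% of the summed reads of 23S peaks. For 16S rRNA, the molecule whose 3' end pairs with the start region of mRNAs, 4 peaks lay within 3 nt of an annotated end and held 0.425% of the summed reads. No 5S peak lay within 3 nt (0 of 14, upper limit of the Wilson 95% interval 21.5%). In untreated planktonic cells, the paper places nearly all 5S peaks slightly inside the annotated end, where the 5S rRNA of another strain is annotated to end. It places most 16S ends downstream of the annotated one. A limit of 3 nt from the annotated end leaves out such ends, so these counts do not show that rRNA ends were missed. Peaks assigned to rRNA genes held 7.81% of all summed reads in the list, and those assigned to tRNA genes 65.6%.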

Alignment of significant peaks assigned to rRNAs confirmed the ability of 3pMap to detect RNA 3’ ends accurately, and suggest alternative rRNA 3’ ends that may be used in precursor or mature rRNA (S2D–S2H Fig). Together, these results illustrate that 3pMap identifies both known and novel RNA 3’ ends.

Finally, we investigated the relative frequency of 3’ ends in Rho-independent terminators. We used ARNOLD to predict Rho-independent terminators in the *P*. *aeruginosa* genome (S1 Table) [61]. ARNOLD predicts Rho-independent terminators bioinformatically using examples from *E*. *coli* and *B*. *subtilis*. On average, 18.4% of 3’ end reads in significant peaks assigned to protein-coding genes overlapped predicted Rho-independent terminators (S4 Table). Since RNA 3’ ends can be trimmed by nucleases [43], this represents a lower limit of the amount of 3’ ends caused by Rho-independent termination. Thus, we estimate that roughly one fifth of 3’ ends are generated by Rho-independent termination in *P*. *aeruginosa*, suggesting a substantial role for Rho-dependent termination.

### The effects of AZM on *P*. *aeruginosa* gene expression

We next investigated how AZM alters gene expression in *P*. *aeruginosa*, since bacterial transcription and translation are coupled [36–39]. To understand the acute response of *P*. *aeruginosa* to AZM, planktonic and biofilm cultures were treated with the antibiotic for 20 minutes and 3 hours, respectively. We utilized the published transcript start sites from a nearly identical strain to define transcript leaders in the strain used in this study by converting genome coordinates with liftOver (S2 Table) [63]. 

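Reads in the 3' UTR regions of transcription units were counted by the authors in each of the 12 libraries. AZM was given at 0.5 µg/ml, for 20 min to planktonic cells and for 3 h to biofilms grown for 24 h. The deposited files hold no counts per library, so the read counts of S5 and S6 Tables were used here, with 1998 of their 4059 transcription units at hand. The tables and the authors' calls had been read before the tests were chosen. All 12 libraries were fitted together with edgeR (quasi-likelihood test, TMM scaling, units with enough reads for filterByExpr), and AZM was compared with untreated within planktonic cells and within biofilms. A gene was called higher or lower at an adjusted p under 0.1 with a fold change over 2. The units summed to 1263236 to 2565766 reads in untreated planktonic libraries (median 2130717) and 464642 to 1944832 with AZM (median 1652285). In biofilms they summed to 2300541 to 3030933 reads (median 2620697) without AZM and to 469266 to 4055411 (median 2233578) with it. Units with tRNA genes took 60.9% to 93.6% of these reads in each library. Reads at full-length 3' UTR peaks (S9 and S10 Tables, complete) served as another measure for 893 genes in planktonic cells and 861 in biofilms. Scaling these by all reads in significant peaks moved the median log2 fold change of all genes to -1.09 in biofilms and 0.74 in planktonic cells, so changes are relative to the TMM scale. Genes were also counted in lists by function, fixed before the tests were run but after the authors' calls had been read.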

To assess gene expression changes in response to AZM, we performed differential expression analysis (DEseq2) using all reads from 3’ UTR regions of transcriptional units (Methods; Figs 1B, 2A and 2B, and S5 and S6 Tables) with an FDR of 10% (S7 Table). In AZM-treated planktonic cultures, 209 and 68 genes showed more than two-fold up- or down-regulation, respectively (Fig 2C). 

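In planktonic cells hdhA, which encodes an aldehyde dehydrogenase, rose the most in 3' UTR reads among the units at hand, with a log2 fold change of 5.39 (standard error 0.46, adjusted p = 2.4e-07 from edgeR). It went from 5.50 ± 1.58 to 235 ± 44.6 normalized reads (SD, n = 3 each). The stress sigma factor gene rpoS fell the most of the named regulators, by 2.33 (0.49). Of 21 ribosomal protein units tested 5 rose, none fell and 16 did not pass (7 higher when adjusted over the list alone). The 5 include rplS (2.26), rpmF (2.01), rplL (1.59) and rpsU (1.38). Of 11 units with ribosome-associated GTPases and factors 2 rose and none fell (3 higher when adjusted over the list alone), among them the release factor gene prfB (1.49). AZM replicate 3 carries part of these rises: rpmF had 296 ± 230 normalized reads with AZM and prfB 250 ± 202 (SD, n = 3 each), and without that library their log2 fold changes were 1.14 and 0.57. The call of prfB was lost without it and without any one untreated replicate, that of rplL without any one untreated replicate, those of rplS and rpsU without untreated replicate 1 or 2, and that of rpmF without untreated replicate 1. The lipase gene lip3 and the gene nbdA, which encodes a c-di-GMP phosphodiesterase, fell by 2.35 and 1.94. Of 1378 units tested, 85 were higher and 24 lower with AZM. With a single library left out in turn, 13 and 2 were called without untreated replicate 1, 19 and 4 without untreated replicate 2, 32 and 7 without untreated replicate 3, and 34 and 9 without AZM replicate 3. Without AZM replicates 1 and 2 in turn, 97 and 18, and 102 and 35, were called. Of 27 named units called, only hdhA and rpoS were called under every alternative.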

In biofilm cultures, 168 genes were downregulated and 112 genes were upregulated more than two-fold (S7 Table and Fig 2C). 

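In biofilms, genes of amino acid synthesis fell. The isopropylmalate isomerase genes leuC-leuD had a log2 fold change of -2.03 (standard error 0.53, adjusted p = 0.032 from edgeR) and leuA, the first gene of leucine synthesis, -1.99 (0.53, adjusted p = 0.037). Of 6 units of amino acid and nitrogen metabolism 5 fell and none rose (5 lower when adjusted over the list alone). Of 21 ribosomal protein units 4 fell, none rose and 17 did not pass (4 lower when adjusted over the list alone). These are rpmE2-rpmJ (-1.94), rpsU (-1.79), rplT (-1.83) and the rpsJ operon (-1.95). The porin gene opdQ rose by 2.52 (0.48, edgeR adjusted p = 0.0072), and PA14_08420 by 2.47 (0.41, adjusted p = 0.0038). PA14_16660 and PA14_03040 fell by 3.40 and 3.00. PA14_18600 had 5 to 13 reads in untreated libraries and 0 in each AZM library. Of the 1378 units tested, 45 were higher and 80 lower. Leaving out a library changed these counts to 8 and 22 (untreated replicate 1), 7 and 34 (untreated replicate 2) and 134 and 158 (untreated replicate 3). The counts were 10 and 38 without AZM replicate 1, 23 and 43 without AZM replicate 2, and 7 and 13 without AZM replicate 3. Without AZM replicate 3 none of the leucine and ribosomal protein genes named passed. Of 33 named units called, only opdQ, PA14_08420, PA14_16660 and PA14_03040 were called under every alternative.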

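Several genes moved apart in the 2 culture types. The exopolysaccharide operon pelA-G fell in biofilms and rose in planktonic cells, and the biofilm effect minus the planktonic effect on its 3' UTR reads was -3.19 on the log2 scale (adjusted p = 0.019 from edgeR's interaction test). The same difference was -3.17 for the ribosomal protein gene rpsU (edgeR adjusted p = 0.0089). For rpoS it was 0.56 (edgeR adjusted p = 0.70), so its fall did not differ detectably between the culture types. Full-length 3' end reads of obgE differed by 4.70 (standard error 0.79, edgeR adjusted p = 0.0044). Calls of full-length reads were set side by side over the 503 genes tested in both culture types. Higher calls numbered 47 in biofilms and 19 in planktonic cells and shared 2 genes (PA14_52800 and PA14_70590-PA14_70600), where independent lists would share 1.78 (Fisher's exact test, two-sided, p = 0.695). Lower calls numbered 74 and 13 and shared 4 genes, rpoS among them, where independent lists would share 1.91 (Fisher's exact test, two-sided, p = 0.109). The interaction itself passed for 95 of 694 genes, 30 higher and 65 lower in biofilms relative to planktonic cells. It passed for 46, 43 and 155 genes without untreated biofilm replicate 1, 2 or 3, for 51, 61 and 63 without biofilm AZM replicate 1, 2 or 3, and for 44 and 50 without untreated planktonic replicate 1 or 2. Biofilms were treated for 3 h and planktonic cells for 20 min, so culture type and time cannot be told apart.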

We observe little overlap between expression changes in planktonic and biofilm cultures, potentially due to a combination of differences in the duration of AZM treatment and lifestyle-specific gene expression patterns.

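Among regulators measured in biofilms, rpoS fell in 3' UTR reads, with a log2 fold change of -1.77 (standard error 0.53, adjusted p = 0.063 from edgeR), as did vqsR, a quorum sensing regulator, with -1.36 (0.37, adjusted p = 0.040). The small RNA rsmY, which binds the translational regulator RsmA, fell by 1.76 (0.58, edgeR adjusted p = 0.088), and the glutamate dehydrogenase gene gdhB by 1.68 (0.39, adjusted p = 0.019). For each of these 4 genes every AZM library lay below every untreated library. The heat shock sigma factor gene rpoH did not pass (-1.24, standard error 0.46, edgeR adjusted p = 0.12). In full-length 3' end reads, the anaerobic regulator gene anr fell by 2.11 (0.64, edgeR adjusted p = 0.059) and rpoS by 2.62 (0.67, adjusted p = 0.035), while the ppGpp synthetase gene relA did not pass (-1.47, adjusted p = 0.11). The calls rest on few libraries: without AZM replicate 3 none of rpoS, vqsR, rsmY and gdhB passed, with edgeR adjusted p of at most 0.181, 0.128, 0.274 and 0.110 over the libraries left out in turn. Without untreated replicate 1 or 2, or AZM replicate 1 or 2, only gdhB of the 4 kept its call. Each stayed lower in every such fit, with log2 fold changes of at most -1.51 for rpoS and -1.26 for vqsR. In full-length reads the call of rpoS was lost without AZM replicate 2 or 3 (adjusted p up to 0.195 from edgeR), and that of anr without any one library other than untreated replicate 3 (up to 0.215).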

In AZM treated biofilms, we observed reduced transcript levels of several global gene expression modulators associated with stress responses (*rpoS* [70, 71], *rpoH* [72], and *relA* [73]), anaerobic metabolism (*anr* [74, 75]), virulence and biofilm formation (*rsmY* [76]), amino acid and nitrogen metabolism (*argR* [77]), *ntrBC* and *gdhB* [78]), QS (*vqsR* [79]), and antibiotic resistance *(amgR* [80]) (Fig 2D). 

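The catalase gene katA fell by 2.63 on the log2 scale in 3' UTR reads of biofilms (standard error 0.77, adjusted p = 0.057 from edgeR) and the alkyl hydroperoxide reductase gene ahpC by 1.80 (0.46, adjusted p = 0.027). The lectin gene lecB fell by 1.59 (0.36, edgeR adjusted p = 0.018) and rahU, which encodes a secreted hemolysin-like protein, went from 183 ± 40.3 to 63.7 ± 18.7 normalized reads (SD, n = 3 each; adjusted p = 0.019). Of 5 units of the oxidative stress response 2 fell and of 4 secreted virulence factors 2 fell, with none higher (2 and 2 lower when adjusted over the lists alone). The pelA-G operon, for matrix exopolysaccharide, fell by 1.63 (0.55, edgeR adjusted p = 0.091). The efflux operon mexPQ-opmE (PA14_18760-PA14_18780-PA14_18790) was the only one of 7 efflux units that fell (3 when adjusted over the list alone). Neither of the 2 flagellum units, nor any of 5 type IV pilus units, 4 phenazine units and 8 type VI secretion units tested, passed (1 phenazine unit and 1 type VI unit were lower when adjusted over the lists alone). In full-length reads the flagellin gene fliC fell by 1.11 (edgeR adjusted p = 0.092) and the chaperone protease gene mucD by 3.46 (adjusted p = 0.013). The regulator operon narL-narX moved the other way and rose by 1.42 (0.37, edgeR adjusted p = 0.035), as did pqsH, which makes the PQS signal, from 131 ± 21.9 to 275 ± 19.1 normalized reads (SD, n = 3 each; adjusted p = 0.080). The call of lecB was lost without AZM replicate 3 (adjusted p up to 0.108), that of rahU without AZM replicate 1 (0.107), and those of ahpC and katA without untreated replicate 1 or AZM replicate 3 (up to 0.125 and 0.325). The calls of narL-narX, pqsH, pelA-G and mexPQ-opmE were lost without untreated replicate 1 or 2 or AZM replicate 1 or 3, and the last 3 also without AZM replicate 2, as was that of katA without AZM replicate 1 or 2. In full-length reads the call of fliC was lost without any one of the 6 libraries (adjusted p up to 0.248 from edgeR), and that of mucD without AZM replicate 3 (0.121).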

The expression of stress, virulence, biofilm, motility, and metabolism-related genes, many of which are controlled by these regulators, were also downregulated. In contrast, AZM treatment in biofilms upregulated expression of the *obgE* GTPase (also known as CgtA) more than 20-fold. 

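The GTPase gene obgE (PA14_60445, bases 5387064 to 5388284, minus strand) binds the ribosome and guanine nucleotides. Its full-length 3' end reads rose in biofilms by 5.48 on the log2 scale (standard error 0.63, adjusted p = 0.000822 from edgeR), the highest value among the genes named. In planktonic cells it did not pass (0.76, edgeR adjusted p = 0.37). The change in biofilms exceeded that in planktonic cells by 4.70 (adjusted p = 0.0044 from edgeR's interaction test). The 3' UTR reads of obgE are not in the part of the tables used here. Of 11 units with other ribosome-associated GTPases and factors none was called in 3' UTR reads of biofilms by edgeR, before or after adjusting over the list alone. Full-length reads of dnr, a regulator of denitrification, rose by 2.64 (edgeR adjusted p = 0.0057), and those of ihfB-orfA by 3.09 (adjusted p = 0.0017). Over all genes, 62 were higher and 86 lower of 648 tested, and 10 and 288 with library sizes from all significant peaks. Without a library these counts were 19 and 25 (untreated replicate 1), 17 and 27 (untreated replicate 2), 162 and 167 (untreated replicate 3), 27 and 25 (AZM replicate 1), 20 and 19 (AZM replicate 2) and 5 and 1 (AZM replicate 3).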

Previous work suggests that ObgE is a key player in the stringent response and promotes bacterial persistence [81, 82]. Overall, the functional categories in which multiple genes were differentially expressed here—inhibition of biofilm formation, AHL quorum sensing regulons, virulence, and stress responses—are broadly consistent with previously reported effects of AZM on *P*. *aeruginosa* [18, 24, 25, 28]. However, our results better define several genetic pathways that may underlie these changes, including those producing the stringent response (Fig 2D).

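In planktonic cells the sigma factor gene rpoS was lower in 3' UTR reads in every AZM library, at 64.8 ± 21.5 normalized reads against 326 ± 234 in untreated ones (SD, n = 3 each; log2 fold change -2.33, standard error 0.49, adjusted p = 0.014 from edgeR). Its full-length reads fell by 2.61 (0.62, edgeR adjusted p = 0.055), a call lost without untreated replicate 3 or AZM replicate 1 (up to 0.108). The quorum sensing regulator gene vqsR did not pass (3' UTR reads -0.82, standard error 0.33, edgeR adjusted p = 0.16), although its 3 AZM libraries lay below the 3 untreated ones. Full-length reads of algR-algZ, a regulator of alginate and pili, did not pass either (-1.80, standard error 0.57, edgeR adjusted p = 0.11). Of 4 units of quorum sensing regulators and signal synthesis none was called by edgeR in planktonic cells (1 higher when adjusted over the list alone). The autoinducer synthase gene rhlI was not called in either measure at hand. For the synthase gene lasI, 3' UTR reads are outside the part of the tables used here, and full-length reads were not called. Intragenic 3' end reads of lasI rose by 3.38 (adjusted p = 0.033 from edgeR).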

In planktonic cells, AZM also downregulated the expression of global gene expression modulators *rpoS* [70, 71], *vqsR* [79], and *algR* [83], and promoted early premature transcript termini formation (S7 Table), but not significant downregulation, of *lasI*. As in biofilms, virulence factor genes were downregulated, though different genes were impacted (Fig 2E). These include phenazine biosynthesis genes *phzB2-G2* and *phzM* [84], *aprA* [85], *and rahU* [86]. 

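The phenazine methyltransferase gene phzM fell in planktonic cells by 1.12 on the log2 scale (standard error 0.36, adjusted p = 0.087 from edgeR), from 214 ± 39.4 to 98.3 ± 43.9 normalized 3' UTR reads (SD, n = 3 each). The hemolysin-like rahU fell by 1.32 (0.33, edgeR adjusted p = 0.033). In both genes every AZM library lay below every untreated one. The first phenazine operon, phzB1 to phzG1, was at -0.77 (edgeR adjusted p = 0.33) and did not pass, nor did the elastase gene lasB (-0.33, adjusted p = 0.64) or lecB (-0.97, adjusted p = 0.18). Of 4 phenazine units 1 fell, and of 4 secreted virulence factors 1 fell (1 and 2 when adjusted over the lists alone). The fall of rahU passed in biofilms as well, and no interaction was called for it. Without any one of the 3 untreated replicates rahU no longer passed (adjusted p up to 0.119), and phzM also not without AZM replicate 3 (up to 0.274). The operon phzB2-G2 and aprA are outside the part of the tables used here.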

Pilus genes *fimU* and *pilWXY1* were also downregulated, as were several heat shock proteins (*groEL*, *groES*, and *ibpA*, and *dnaK*) [87–90]. *mvfR (pqsR)*, a regulator of PQS quorum sensing [91], was upregulated, as was *obgE* though to a lesser extent than in biofilms (1.96-fold). In contrast to the biofilm samples, many genes associated with biofilm formation including *pelABCDEFG*, *gacA*, and the Wsp pathway were found to be upregulated upon AZM treatment, as well as haem biosynthesis proteins *hemL* and *hemE* [92–95]. 

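The chaperone genes dnaK and groEL-groES fell in full-length 3' end reads of planktonic cells, by 2.27 (standard error 0.45, adjusted p = 0.041 from edgeR) and 2.55 (0.73, adjusted p = 0.092) on the log2 scale. The small heat shock protein gene ibpA fell in 3' UTR reads by 1.25 (0.40, edgeR adjusted p = 0.087), from 31.4 ± 5.41 to 13.1 ± 4.50 normalized reads (SD, n = 3 each). Minor pilin genes fimU-pilW-pilX-pilY1 fell in full-length reads by 2.22 (0.53, edgeR adjusted p = 0.055). The pilus chemosensory genes pilG-pilH-pilI rose instead, by 1.63 in 3' UTR reads (0.49, edgeR adjusted p = 0.067). Of 4 heat shock units 1 fell in 3' UTR reads (1 higher and 1 lower when adjusted over the list alone), and of 5 pilus units 1 rose (1 when adjusted over the list alone). For dnaK the biofilm effect minus the planktonic effect was 2.65 (adjusted p = 0.022 from edgeR's interaction test), and its full-length reads did not pass in biofilms (0.42, adjusted p = 0.45). Without AZM replicate 3, or without any one untreated replicate, ibpA and pilG-pilH-pilI were not called, and ibpA also not without AZM replicate 1 (adjusted p up to 0.252). AZM replicate 3 carries most of the rise of pilG-pilH-pilI, at 89.2 ± 80.8 normalized reads with AZM (SD, n = 3), and without it the log2 fold change was 0.55. Full-length reads of groEL-groES were not called without untreated replicate 3, where they were at -1.03, nor without any one AZM replicate, and those of fimU-pilW-pilX-pilY1 not without untreated replicate 1 or 2 (adjusted p up to 0.206 from edgeR). Scaled by all reads in significant peaks, edgeR called none of the full-length reads of planktonic cells lower, where 168 of 640 genes had an unadjusted p under 0.05. The authors' table gives a log2 fold change of 0.97 for obgE and 1.19 for mvfR in planktonic cells, neither of which is among the units at hand.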

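The Wsp surface-sensing genes wspA to wspF rose in planktonic cells by 1.94 on the log2 scale (standard error 0.45, adjusted p = 0.018 from edgeR), from 6.77 ± 1.67 to 26.4 ± 10.7 normalized 3' UTR reads (SD, n = 3 each). The exopolysaccharide operon pelA-G rose by 1.56 (0.46, edgeR adjusted p = 0.066), and gacA-uvrC-pgsA, with the response regulator of the Gac system, by 2.23 (0.63, adjusted p = 0.055). The heme synthesis gene hemL rose by 1.45 (0.46, edgeR adjusted p = 0.087), while wspR, the diguanylate cyclase of the pathway, did not pass (0.20, adjusted p = 0.83). Of 3 units for biofilm matrix and c-di-GMP 2 rose and none fell (2 when adjusted over the list alone). AZM replicate 3 carries part of these changes: gacA-uvrC-pgsA had 71.8 ± 79.6 normalized reads with AZM and pelA-G 212 ± 169. Without that library the calls of all 4 were lost, with log2 fold changes of at least 0.75 for gacA-uvrC-pgsA, 0.67 for pelA-G, 0.76 for hemL and 1.55 for wspA-PA14_16440-wspC-wspD-PA14_16470-wspF over the libraries left out in turn. All 4 calls were also lost without untreated replicate 1, all but that of the Wsp genes without untreated replicate 2, and all but that of hemL without untreated replicate 3. The paper proposes that the rise may reflect the shorter treatment or other growth conditions.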

The upregulation of biofilm genes is in contrast to previous studies and potentially reflects the relatively shorter duration of AZM treatment we employed or other differences in growth conditions.

We leveraged 3pMap data to evaluate differential changes in the levels of 3’ OH ends associated with tRNAs in response to AZM. Charged tRNA carry cognate amino acids at their 3’ ends, while uncharged tRNA have free 3’ OH ends. Thus, 3pMap detects uncharged tRNAs by 3’ adapter ligation to free 3’ OH ends during sequencing library synthesis. 

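Some units with tRNA genes rose in biofilms. The largest rise was at PA14_28190, a tRNA for valine, with a log2 fold change of 2.99 (standard error 0.82, adjusted p = 0.040 from edgeR). PA14_28740, a tRNA for proline, rose by 2.48 (0.78, edgeR adjusted p = 0.072), and the arginine tRNAs PA14_03410 and PA14_20500 by 1.95 (0.59, adjusted p = 0.066) and 1.91 (0.59, adjusted p = 0.069). For all 4 the 3 AZM libraries lay above the 3 untreated ones. Of 24 tRNA units tested in biofilms 6 rose, none fell and 18 did not pass, and 12 rose when adjusted over the list alone. In planktonic cells none of the 24 was called by edgeR, with the list adjusted alone or not, and the median log2 fold change of the list was -0.33, against 1.46 in biofilms. The difference between culture types passed for PA14_28190 (3.86, adjusted p = 0.055 from edgeR's interaction test). tRNA units took 86.1% ± 1.13 of the 3' UTR reads in untreated biofilms and 92.3% ± 1.16 in those with AZM (SD, n = 3 each), without overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The TMM factors were 0.354, 0.730 and 0.590 in biofilms with AZM and 0.961, 0.959 and 0.772 in untreated ones. On this scale a rise of tRNA units cannot be told apart from a fall of the other units. These reads were not scaled by all reads in significant peaks. Each of the 4 named calls was lost without untreated replicate 1 or 2 or AZM replicate 1 or 3, and that of PA14_20500 also without AZM replicate 2, with edgeR adjusted p of up to 0.193 for PA14_28190 and 0.312 for PA14_28740. The paper takes free 3' OH ends of tRNAs as a measure of uncharged tRNA.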

We observed significantly increased levels of uncharged tRNAs upon AZM treatment—one tRNA (tRNA-Val) in planktonic, and twelve tRNAs in biofilm samples (tRNA-Arg, tRNA-Gln, tRNA-Gly,and tRNA-Lys, tRNA-Pro, tRNA-Sec, tRNA-Thr, and tRNA-Val) (S8 Table). Interestingly, the tRNA isoacceptors detected here pair with rare codons in *P*. *aeruginosa* (S8 Table). Whether the uncharged tRNAs detected arise from reduced tRNA aminoacylation, increased tRNA expression, or both in response to AZM remains to be characterized (see discussion).

**Fig 2:**
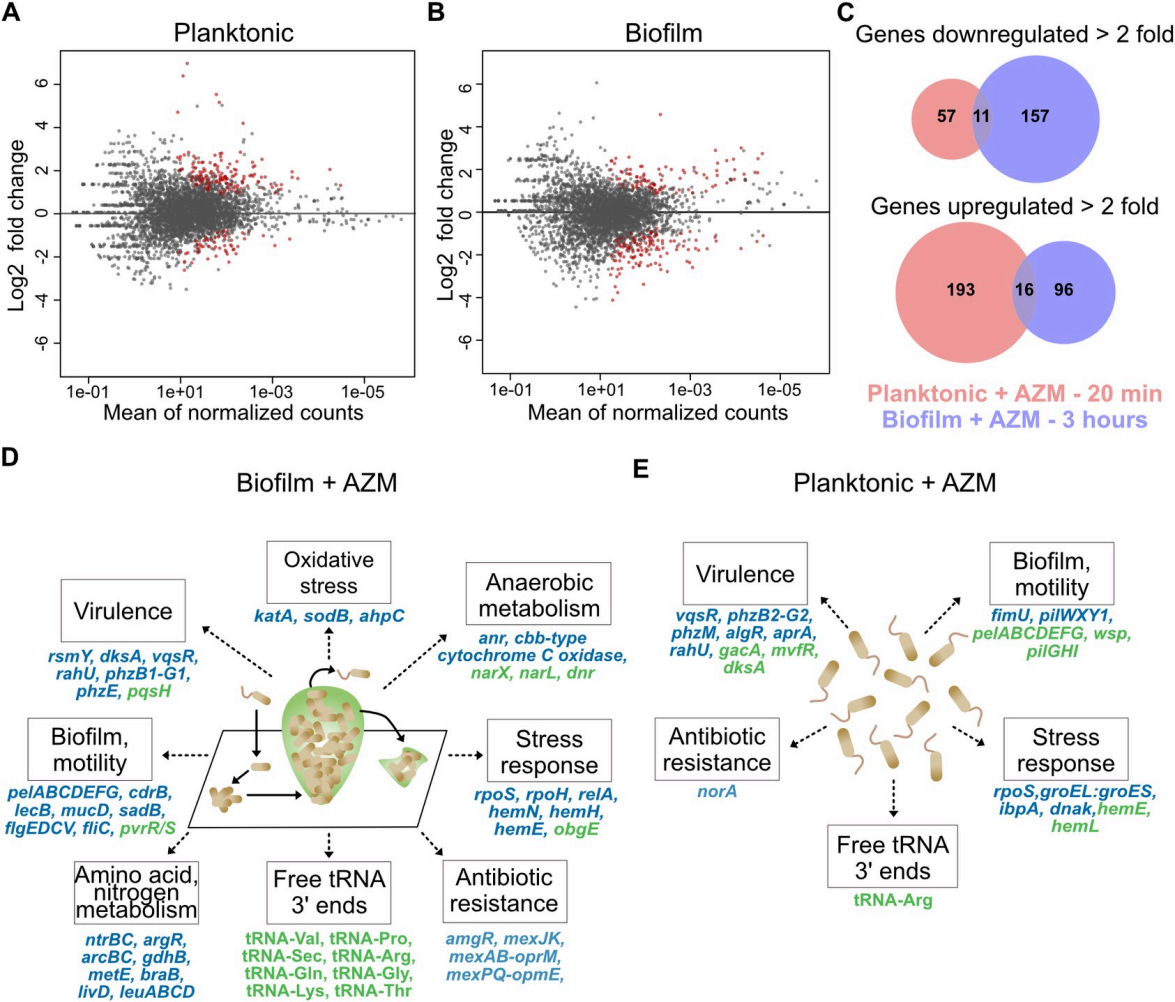
AZM alters full length transcript synthesis of *P*. *aeruginosa* genes. (A and B) Scatter plot of DEseq2 analysis of expression changes in PA14 planktonic cultures and biofilms treated with AZM. Red dots indicate DEseq changes at 10% FDR. (C) Genes showing >2 fold down (top) or up (bottom) differential regulation upon AZM treatment. AZM induced regulation of planktonic and biofilm genes, indicated in red and blue, respectively, show little overlap. Key PA14 genes regulated by AZM in biofilm (D) cultures and planktonic (E) cultures. Downregulated genes are colored blue, whereas upregulated genes are colored green. Many of these genes have pleiotropic functions, thus impact additional cell processes beyond the primary category in which they are shown here.

### Altered premature 3’-end formation in *P*. *aeruginosa* genes and operons in response to AZM

Previous work reported chronic AZM treatment impairs biofilm formation by inhibiting the expression of the *lasI/lasR* and *rhlI/rhlR* QS systems [22, 25, 27]. QS inhibition is proposed to be achieved via downregulation of the *las* and *rhl* genes [22], or downregulation of enzymes responsible for QS effector synthesis [27]. The molecular mechanisms underlying AZM-mediated regulation of QS regulators have not been determined. Although *lasI*, *lasR*, *rhlI*, and *rhlR* were not significantly downregulated in our results, we observed significant premature 3’-end peaks in *lasI* and *rhlR* upon AZM treatment (Fig 3A and 3B). 

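For each gene the authors counted reads at significant peaks inside the transcription unit (I) and in its 3' UTR (FL) in each library. These counts (S9 and S10 Tables) cover 893 genes in planktonic cells and 861 in biofilms, each with 3 untreated and 3 AZM libraries. Intragenic reads summed to 86310 to 129455 per untreated planktonic library (median 107638) and to 105881 to 156322 (median 106972) with AZM. In biofilms they summed to 127684 to 171244 (median 142000) without AZM and to 37458 to 174251 (median 150251) with it. Full-length reads were 132246 to 200059 and 176645 to 274269 in planktonic cells, and 198100 to 231827 and 31411 to 191198 in biofilms, without and with AZM. The test was run here as the authors describe it: a Cochran-Mantel-Haenszel (CMH) test with 1 stratum per replicate number, counts of 0 replaced by 1, and a false discovery rate of 0.1. The odds ratio is I/FL with AZM over I/FL without it. This test takes reads as independent, and nothing pairs an AZM library with the untreated one of the same number. A second test, edgeR's quasi-likelihood fit of the ratio with libraries as replicates, is given beside it.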

We used the ratio of reads at intragenic peaks to full length peaks in 3’ UTRs (I/FL) as a metric for premature 3’ end formation (Fig 1B) and evaluated relative differences in I/FL in AZM-treated and untreated samples using CMH tests with a 10% FDR. To avoid false-positive results, this analysis was restricted to genes with detectable intergenic and full-length 3’-ends in both treated and control samples (Methods). AZM-treatment led to altered I/FL in 550 (63.19%) and 376 (42.1%) genes in biofilm and planktonic cultures, respectively (S9 and S10 Tables). 

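In biofilms the chaperone operon groEL-groES had 16.2 times the I/FL ratio of untreated biofilms, the ribosomal protein operon rpsJ to rpsC 16.8 times and the arginine fermentation gene arcB 10.5 times. On the log2 scale these were 4.02, 4.07 and 3.39, and without replicate 1 or 3 of both groups groEL-groES was at 2.68 or 4.96 and arcB at 2.56 or 4.15. Of 10 units of heat shock and proteases 9 rose and none fell (9 when adjusted over the list alone), and of 19 units of ribosomal proteins 12 rose and none fell (12 when adjusted over the list alone). Of these units 7 and 9 rose with libraries as replicates. In planktonic cells 13 of 20 ribosomal protein units fell and 4 rose (13 and 5 when adjusted over the list alone). The CMH test called 491 genes higher and 59 lower of 861 in biofilms (63.9%), and 179 higher and 197 lower of 893 in planktonic cells (42.1%). The median log2 odds ratio over all genes was 1.07 in biofilms and 0.01 in planktonic cells. In biofilms it was 2.05 for the heat shock list and 0.92 for the ribosomal list, which lies below that of all genes. With libraries as replicates edgeR called 279 higher and 12 lower in biofilms, where 340 genes had an unadjusted p under 0.05. Without untreated replicate 1, 2 or 3 these counts were 180 and 10, 177 and 9, or 439 and 35, and without AZM replicate 1, 2 or 3 they were 199 and 11, 237 and 9, or 180 and 7. In planktonic cells it called 4 higher and 1 lower (6 and 3 without AZM replicate 3, and at most 1 higher without any other library), and none of the ribosomal protein units, with 81 genes at an unadjusted p under 0.05. The pooled I/FL was 0.691 ± 0.110 in untreated biofilms and 1.08 ± 0.148 with AZM (SD, n = 3 each), without overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). In planktonic cells it was 0.645 ± 0.171 and 0.559 ± 0.0468 (n = 3 each, exact permutation test, two-sided, p = 0.5). Without replicate 3 of both groups the planktonic CMH counts were 93 and 199.

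**Figure D1:**
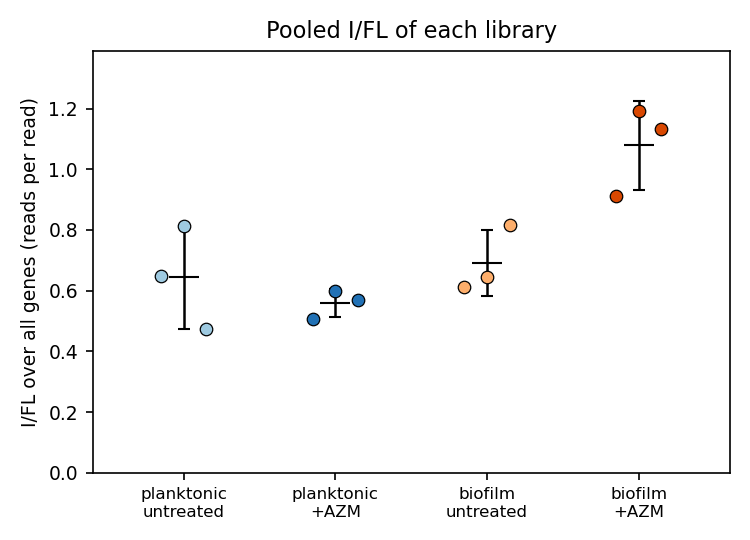
Intragenic over full-length reads, summed over all genes, in each library (points), with the mean and SD of each group (bars). The 3 biofilms with AZM lie above the 3 untreated biofilms, and the planktonic groups overlap.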

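The autoinducer synthase gene lasI (PA14_45940) lies on the minus strand of the chromosome from base 4084343 to 4084948. A merged peak of 1589 summed reads ends at base 53 of its coding sequence, counted from the first base of the start codon, and the largest peak past its stop codon holds 1716. In biofilms I/FL of lasI was 0.160 ± 0.0957 without AZM and 6.24 ± 0.443 with it (SD, n = 3 each), and all 3 AZM libraries lay above the untreated ones. The odds ratio was 40.9 by the CMH test and 42.6 with libraries as replicates (adjusted p = 3.12e-05 from edgeR). Intragenic reads rose by 5.28 on the log2 scale (adjusted p = 0.000516 from edgeR), while full-length reads did not change detectably (0.15, standard error 0.38, adjusted p = 0.82). In planktonic cells I/FL of lasI was 0.0136 ± 0.00709 and 0.239 ± 0.192 (SD, n = 3 each). The odds ratio was 16.2 by the CMH test, and 13.3 with libraries as replicates, where it did not pass (adjusted p = 0.136 from edgeR). The receptor gene lasR had an odds ratio of 1.56 in biofilms and 1.78 in planktonic cells by the CMH test, and neither passed with libraries as replicates (adjusted p = 0.455 and 0.61 from edgeR). In biofilms the log2 odds ratio of lasR was -0.19 without replicate 1, and -0.42 when set against the median of all genes, where the odds ratio of lasI was 19.7. Of 7 quorum sensing genes 4 rose in I/FL in biofilms and 1, pqsH, fell (4 and 1 when adjusted over the list alone). With libraries as replicates 3 rose and pqsH fell. The share that rose is near that of all genes, where the CMH test called 491 of 861 higher. The median log2 odds ratio of the list was 0.64, below the 1.07 of all genes.

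**Figure D2:**
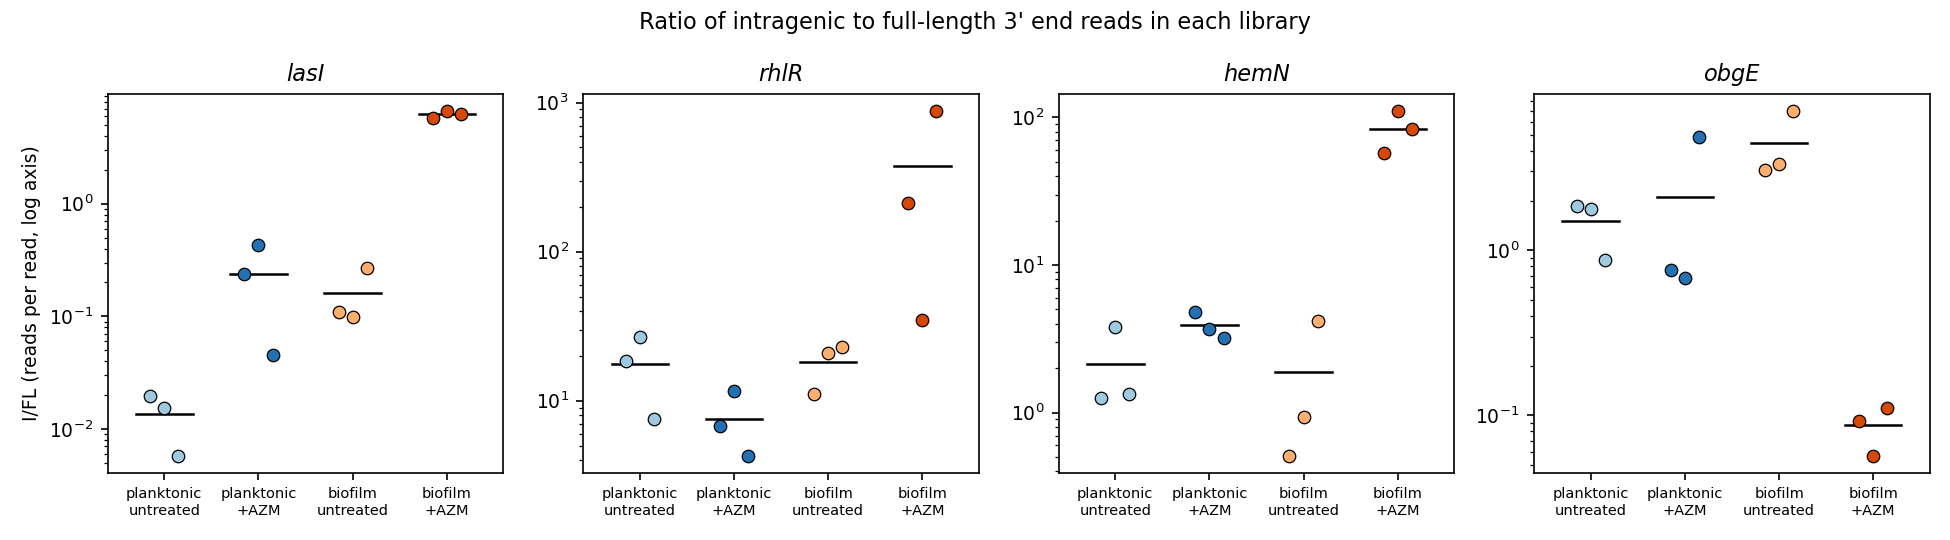
I/FL of lasI, rhlR, hemN and obgE in each of the 12 libraries (points, log axis), with the mean of each group (lines); a count of 0 was replaced by 1. In biofilms the 3 AZM libraries of lasI and hemN lie above the untreated ones, and those of obgE below them.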

Notably, AZM treatment resulted in extensive premature 3’ end formation in the 5’-end of *lasI* and a correspondingly large increase in I/FL in biofilms (~41 fold) and in planktonic cultures (~16 fold) (Figs 3A and S3A). Similarly, an ~8 fold increase in I/FL was also observed in the *rhlR* gene in AZM treated biofilms (Fig 3B). 

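The regulator gene rhlR (PA14_19120, bases 1650982 to 1651707, plus strand) binds the signal made by RhlI. Its largest peaks inside the coding sequence end at bases 186 (3593 summed reads) and 80 (2284). In biofilms its I/FL was 18.3 ± 6.26 without AZM and 376 ± 447 with it (SD, n = 3 each), a spread larger than the mean. The odds ratio was 7.95 by the CMH test and 9.24 with libraries as replicates (adjusted p = 0.00932 from edgeR). Intragenic reads of rhlR rose by 1.80 on the log2 scale (adjusted p = 0.0146 from edgeR), but did not pass with library sizes from all significant peaks (0.97, adjusted p = 0.205), and full-length reads did not pass (-1.15, adjusted p = 0.33). The ratio of rhlR went the other way in planktonic cells: the odds ratio was 0.474 by the CMH test, and did not pass with libraries as replicates (0.447, adjusted p = 0.57 from edgeR). The difference between biofilms and planktonic cells was 4.37 on the log2 scale (adjusted p = 0.015 from edgeR's interaction test). The next gene, rhlI, had an odds ratio of 0.825 in biofilms, which did not pass. Without 1 replicate number the log2 odds ratio of rhlR in biofilms lay between 1.95 and 4.44, and set against the median of all genes its odds ratio was 3.77. From lasI and rhlR, the paper concludes that AZM disrupts full-length expression of both genes by premature 3' end formation. It leaves open whether termination, pausing or stable products of nucleases give these ends. For lasI it also measured the ratio in biofilms by RT-qPCR, which was not used here.

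**Figure D3:**
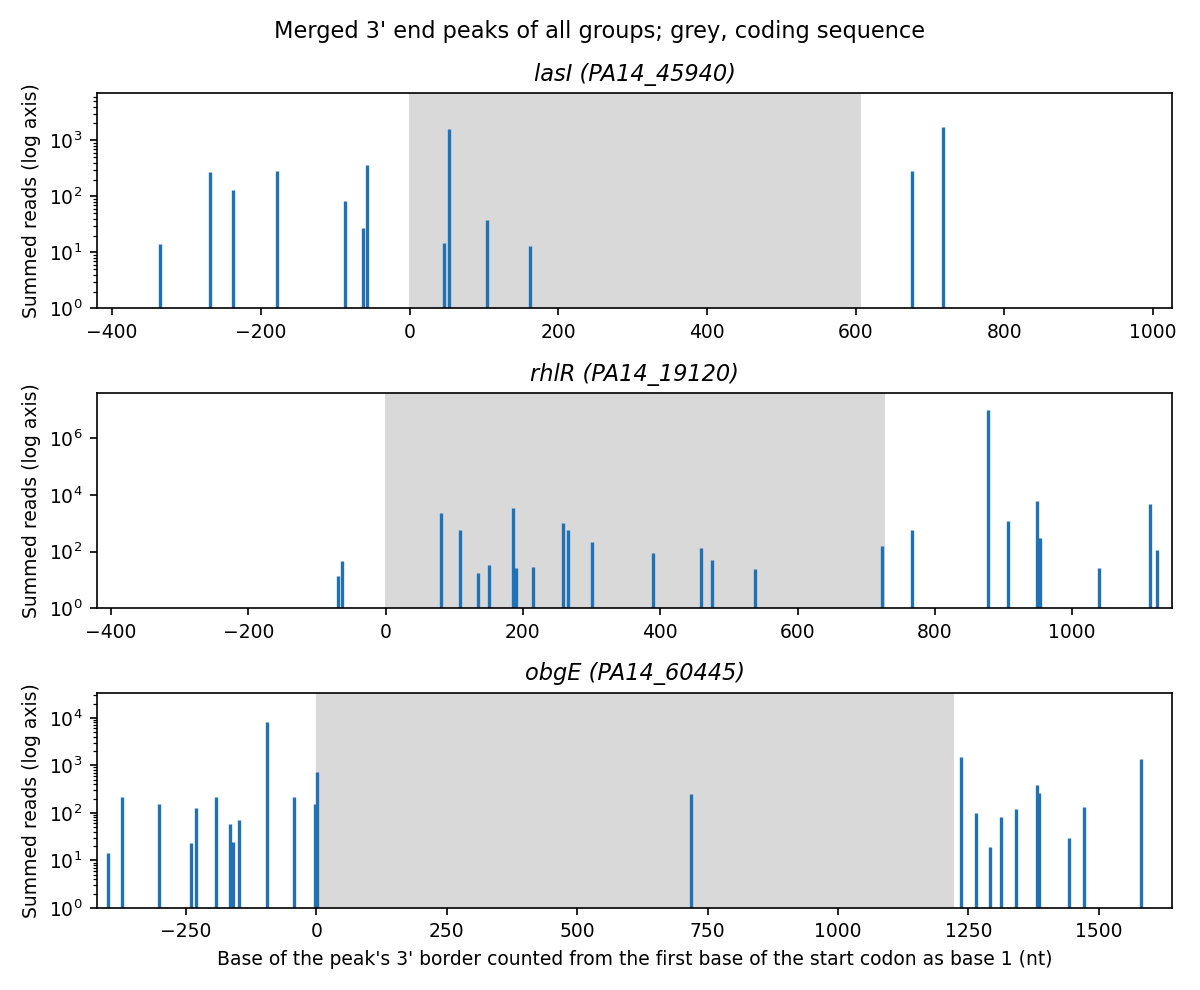
Merged 3' end peaks around lasI, rhlR and obgE, placed by the base of their 3' border (x axis, nt from the first base of the start codon), with reads summed over libraries and groups (y axis, log axis). The coding sequence is grey.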

Our results show that AZM disrupts full length *lasI* and *rhlR* expression by inducing premature 3’-end formation within their coding sequences, possibly via premature termination, transcriptional pausing or accumulation of stable nuclease products.

**Fig 3:**
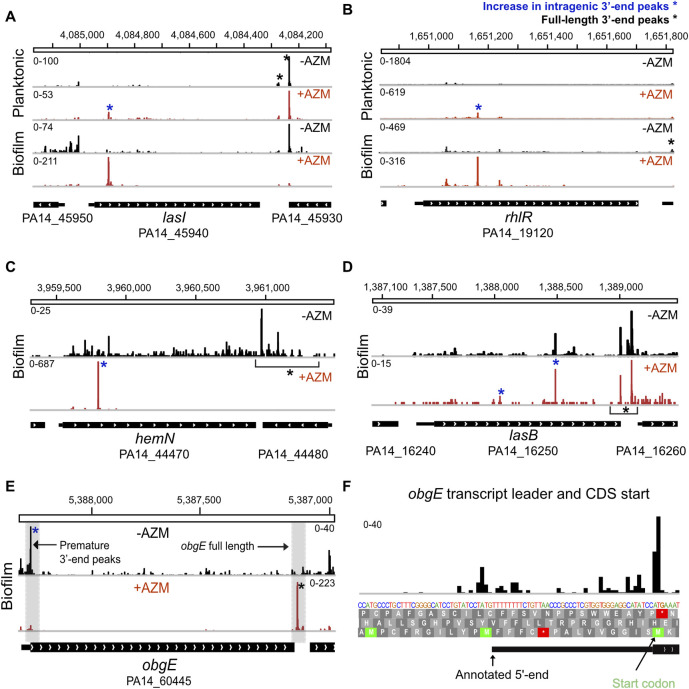
AZM alters intragenic 3’ end peak formation in PA14 genes. **(A and B)** AZM dependent increase in intragenic premature 3’ end peaks in *lasI* and *rhlR* genes. IGV views of *lasI* and *rhlR* in control (-AZM) and AZM treated (+AZM) treated samples from planktonic and biofilm cultures are shown. Intragenic peaks whose relative levels are altered by AZM are indicated with blue asterisks. The *lasI* gene in planktonic cultures and biofilm showed ~16 fold and ~41 fold increase in I/FL peak ratio upon AZM treatment, respectively. AZM treatment resulted in an ~8 fold increase in I/FL peaks for *rhlR* in biofilms. The peak is not prominent in planktonic cultures. **(C)** IGV view of the *hemN* gene downregulated by AZM (DEseq2 log_2_fold change = -1.2) shows a 60 fold increase in I/FL peak ratio. The effect is less pronounced in planktonic cells **(D)** IGV view of *lasB* downregulated by AZM (DEseq2 change = ~1.95) shows moderate increase in I/FL ratio (1.74 fold) in the presence of AZM. **(E)** 23 fold upregulation of *obgE* is accompanied by a 42 fold reduction in transcription attenuation in its transcript leader. **(F)** A closer view of the transcript leader and CDS start shows termination before the rare codon for Lys at the *obgE* start codon.

We next investigated whether the changes in premature intragenic 3’-end formation were pervasive feature of protein-coding genes differentially regulated by AZM (Fig 1B and S9 and S10 Tables). In biofilms, 132 differentially expressed genes had detectable intragenic and full length 3’ ends in both treated and control samples, and the I/FL ratios of 111 (84.0%) of these changed significantly with AZM treatment. 

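Called genes with a changed ratio in biofilms include the sigma factor gene rpoS, whose odds ratio was 4.27, and the catalase gene katA, at 15.0. Both passed with libraries as replicates (adjusted p = 0.030 and 0.0065 from edgeR). The log2 odds ratio of katA was 3.90, and 2.09 or 6.10 without replicate 1 or 3 of both groups. Among genes higher with AZM, ihfB-orfA, for a DNA-bending protein, had an odds ratio of 0.162 and pqsH one of 0.218 (log2 -2.20, and -3.16 without replicate 3 of both groups). Of the 132 genes that the authors' DESeq2 results call in either direction, 114 (86.4%) had a changed I/FL by the CMH test, against 436 of 729 other genes (59.8%; odds ratio 4.26, Fisher's exact test, two-sided, p = 9.18e-10). With libraries as replicates, 84 of the 132 (63.6%) changed. Full-length reads enter both the calls and I/FL, so the 2 are not independent.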

In planktonic cultures, I/FL measurements were available for 150 differentially expressed genes, and 76 (50.6%) changed with AZM treatment. Thus, compared to all genes, differentially expressed genes in biofilm and planktonic cultures were enriched ~1.3 fold and ~1.2 fold for changes in I/FL, respectively. 

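In planktonic cells the pilus genes pilG-pilH-pilI rose in 3' UTR reads and had a lower ratio (log2 odds ratio -1.82), and the phenazine gene phzM fell and had a higher one (odds ratio 5.00). Neither ratio passed with libraries as replicates. Without replicate 3 of both groups the log2 odds ratio of pilG-pilH-pilI was -0.91, and that of phzM went from 2.32 to 1.33, or to 3.22 without replicate 1. Of the 150 genes called by the authors, 82 (54.7%) had a changed I/FL by the CMH test, against 294 of 743 other genes (39.6%; odds ratio 1.84, Fisher's exact test, two-sided, p = 0.000771). With libraries as replicates edgeR called 1 of the 150. Here too full-length reads enter both the calls and I/FL.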

Notably, the vast majority (93 of 100) of genes downregulated by AZM in biofilms had increased levels of premature 3’ ends compared to full length transcripts (e.g Fig 3C and 3D), suggesting downregulated genes are 1.6-fold enriched for premature 3’ end formation (Fisher’s Exact Test (FET), p = 0.001913). These include global regulators *rpoS*, *anr*, and *relA*, as well as genes involved in biofilm formation, stress response, and virulence factor genes such as *hemN* (Figs 3C and S3B), *lasB* (Fig 3D), *rahU* and *pelABCDEFG* [70, 71, 73, 74, 96]. 

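The serine protease gene mucD had 13.1 times the untreated ratio in biofilms (14.7 times with libraries as replicates, adjusted p = 0.00281 from edgeR), and its full-length reads fell by 3.46 on the log2 scale. The arginine fermentation gene arcC had an odds ratio of 8.82 with a fall of 2.75 in full-length reads, and leuC-leuD one of 7.38 with a fall of 2.93. These 3 falls were not called without AZM replicate 3 (adjusted p up to 0.121 from edgeR), and the log2 odds ratio of mucD went from 3.71 to 2.90 without replicate 1 of both groups. Of 100 genes lower with AZM in biofilms by the authors' DESeq2 results, 93 (93%, Wilson 95% interval 86.3 to 96.6) had a higher I/FL, against 398 of 761 other genes (52.3%; odds ratio 12.1, Fisher's exact test, two-sided, p = 5.37e-17). With libraries as replicates 76 of the 100 passed, against 26.7% of other genes. Full-length reads enter both measures, so the 2 are not independent. Intragenic reads alone had a median log2 fold change of 0.60 in the 100 genes and 0.82 in the others (permutation test, two-sided, p = 0.078). On that scale, of 3' UTR reads, 26 of the 100 rose and 2 fell, and 179 of 761 others rose (23.5%). With library sizes from all significant peaks 4 of the 100 rose and 10 fell, and of the 761 others 61 rose (8.0%) and 26 fell. Full-length reads of the 100 genes had a median of -1.87. From the 93 genes, the paper proposes that genes lower with AZM are enriched for premature 3' ends.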

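The coproporphyrinogen oxidase gene hemN (PA14_44470, bases 3959548 to 3960930) makes heme without oxygen. Its I/FL in biofilms was 1.89 ± 2.02 without AZM and 84.0 ± 26.9 with it (SD, n = 3 each; odds ratio 60.1, 57.9 with libraries as replicates, adjusted p = 0.000161 from edgeR). Intragenic reads of hemN rose by 3.89 on the log2 scale (edgeR adjusted p = 0.00976), and the largest peak inside the gene ends at base 254. Its full-length reads did not pass (-1.27, edgeR adjusted p = 0.135). The sigma factor gene rpoS had an I/FL of 4.65 ± 2.50 and 19.9 ± 5.24, and the anaerobic regulator gene anr an odds ratio of 3.87 (adjusted p = 0.049 from edgeR). The ppGpp synthetase gene relA, at 3.14, and the elastase gene lasB, at 1.73, passed the CMH test and not the test with libraries as replicates (adjusted p = 0.11 and 0.433 from edgeR). The ratios of rahU (5.83) and pelA-G (5.70) passed both (adjusted p = 0.0115 and 0.0225 from edgeR). Without replicate 1 or 3 of both groups the log2 odds ratio of rahU went from 2.54 to 1.498 or 4.26, that of pelA-G from 2.51 to 1.85 or 3.46, and without replicate 1 that of anr from 1.95 to 1.34. Of 10 units of denitrification, arginine fermentation and heme 8 rose in I/FL and none fell (8 higher and 1 lower when adjusted over the list alone). Of 10 stringent response and stress regulators 8 rose and obgE fell by the CMH test (8 and 1 when adjusted over the list alone). In the test with libraries as replicates 7 units of the first list and 5 of the second rose, and obgE fell. The call of lasB was lost without replicate 3, and set against the median of all genes its log2 odds ratio was -0.29 and the odds ratio of hemN 28.8. Without replicate 1 or 3 the odds ratio of hemN was 35.7 or 113. The genes lecB, argR and sodB are not among the 861 with both kinds of peak in biofilms, so no ratio was measured for them.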

The targets that exhibit no evidence of enhanced premature 3’ end levels in their transcript leaders, yet are still significantly downregulated upon AZM treatment, may reflect expression changes in upstream regulators by AZM. The *lecB*, *argR*, and *sodB* genes are notable examples [25, 30, 77, 97].

Changes in premature 3’ end formation could also reciprocally contribute to upregulation of genes in response to AZM treatment. Indeed, 18 of the 32 upregulated genes in biofilms, and 68 of the 118 genes upregulated in planktonic cultures exhibited corresponding decreases in premature intragenic 3’ end formation, an 8.1-fold enrichment in biofilms and a 2.6-fold enrichment in planktonic cultures (FET p < 7.8 x 10^−8^). 

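Genes higher with AZM and with a lower ratio in biofilms include ihfB-orfA, with a log2 fold change of 3.09 in full-length reads, and PA14_65260, with 4.42 and an odds ratio of 0.132. The PQS synthesis gene pqsH rose by 1.61 in full-length reads (standard error 0.40, adjusted p = 0.033 from edgeR), and was not called without untreated replicate 1 or 2 or AZM replicate 3. The log2 odds ratio of PA14_65260 went from -2.93 to -3.98 without replicate 1 of both groups. In planktonic cells PA14_63220 rose by 3.64 in full-length reads and had the lowest ratio of the named genes (odds ratio 0.0323, 0.0313 with libraries as replicates, adjusted p = 0.070 from edgeR; log2 -4.95, and -6.39 without replicate 2 of both groups). In biofilms 18 of 32 genes higher with AZM (56.3%) had a lower I/FL, against 41 of 829 other genes (4.95%; Fisher's exact test, two-sided, p = 1.78e-14). In planktonic cells 68 of 118 (57.6%) had one, against 129 of 775 (16.6%; Fisher's exact test, two-sided, p = 6.69e-20). With libraries as replicates these counts were 8 of 32 and 1 of 118. With 1 lower planktonic gene called in all, the planktonic share did not differ detectably from that of other genes (0 of 775, Fisher's exact test, two-sided, p = 0.132). Full-length reads enter both measures, so a lower ratio in genes higher with AZM is partly built in. Intragenic reads of the genes higher with AZM did not fall: their median log2 fold change was 0.82 in biofilms, against 0.79 in other genes (permutation test, two-sided, p = 0.889). In planktonic cells it was 0.69, against 0.17 in other genes (permutation test, two-sided, p = 1e-05, the smallest that the resamples can give). The paper proposes that fewer premature ends could add to the rise of these genes.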

The most upregulated gene in AZM-treated biofilms is *obgE*, a conserved GTPase involved in the stringent response and persistence in *P*. *aeruginosa* [81, 82]. 

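In untreated biofilms obgE had 4.46 ± 2.20 intragenic reads per full-length read, and with AZM 0.0870 ± 0.0276 (SD, n = 3 each). The odds ratio was 0.0238 by the CMH test and 0.0239 with libraries as replicates (adjusted p = 3.51e-05 from edgeR). Every AZM library lay below every untreated one, and the log2 odds ratio stayed between -5.90 and -5.23 without 1 replicate number. A merged peak of 723 summed reads ends at base 2 of the coding sequence. A larger one, of 8344, lies upstream of the start codon, at base -94 by the same count. Whether that peak belongs to the obgE transcript was not tested. Past the stop codon, a peak with 1486 summed reads ends at base 1235. Intragenic reads of obgE did not change detectably with AZM (log2 fold change 0.08, adjusted p = 0.923 from edgeR; -0.88, adjusted p = 0.349, with library sizes from all significant peaks), and the ratio fell with the rise of its full-length reads. For planktonic cells the odds ratio of obgE was 0.844 by the CMH test and 0.910 with libraries as replicates, and passed neither (adjusted p = 0.966 from edgeR). The difference between biofilms and planktonic cells was -5.26 on the log2 scale (adjusted p = 0.0037 from edgeR's interaction test).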

Notably, *obgE* also showed the highest reduction in I/FL peak ratio in response to AZM through a striking reduction in premature 3’ end formation at the ObgE start codon (Figs 3E, 3F and S4). Thus, relief of premature 3’ end formation occurs at most genes upregulated by AZM and may contribute to induction of the stringent response. These data suggest that premature 3’ end formation contributes to the gene expression response to AZM, such that increased premature 3’ end formation downregulates the expression of some genes, while decreased premature 3’ end formation upregulates the expression of others.

### Predicting RNA regulatory elements that in *P*. *aeruginosa* transcript leaders

Transcription regulation by attenuators, riboswitches, RNA thermometers, sRNAs etc. can result in premature 3’ ends in the transcript leaders and surrounding sequences [46–49, 98]. We reasoned that transcript leaders regulated by early transcription termination, pausing, and / or targeted degradation would be characterized by a high incidence of 3’ end formation detectable by 3pMap. 

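The authors counted 3' end reads per gene in the transcript leader and the first 40 nt of the coding sequence, and divided them by all 3' end reads of the gene in the same library. The percentages were taken here from S12 Table, with 1998 of its 3997 genes at hand, for 3 replicates in each of the 4 groups. The table gives no read counts, so the depth behind a gene's percentage is unknown and no interval is given. A gene counted when its percentage was over 30 in at least 2 of 3 replicates of a group.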

To identify genes with high incidence of premature transcript termini in their early termination zone (transcript leader + 40 nucleotides in the coding sequence) (Fig 1C and Methods), we calculated the percentage early termini (% ET) for each gene in planktonic and biofilm samples grown +/- AZM. The median %ET was < 3.0% for the tested samples (Figs 1C and S5B). 

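Most genes end few of their reads early. The heme gene hemL was at 0.557% ± 0.484 in untreated biofilms and the regulator rhlR at 1.10% ± 0.0451 in untreated planktonic cells (SD, n = 3 each). Over the 1998 genes, library medians were 2.48%, 2.56% and 2.62% in untreated planktonic cells and 1.98%, 1.99% and 1.18% with AZM. In biofilms they were 2.49%, 2.79% and 2.86% without AZM, and 3.03%, 1.47% and 3.23% with it. In planktonic cells the 3 AZM libraries lay below the 3 untreated ones, and in biofilms the groups overlap.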

As riboswitch activity has been shown to result in reproducible premature 3’-end termini, we used a heuristic cut-off of 30%, which is >10-fold above the median %ET and sufficient to detect most riboswitches documented on Rfam and predicted by Riboswitch Scanner to predict genes with regulatory mechanisms causing premature 3’-termini formation in their early termination zone (S5A Fig and S11 Table) [66–68]. Genes with %ET values <30% and lacking significant peaks representative of reproducible 3’ end termini in the transcript leaders were not considered in further analysis (e.g. Fig 4A).

**Fig 4:**
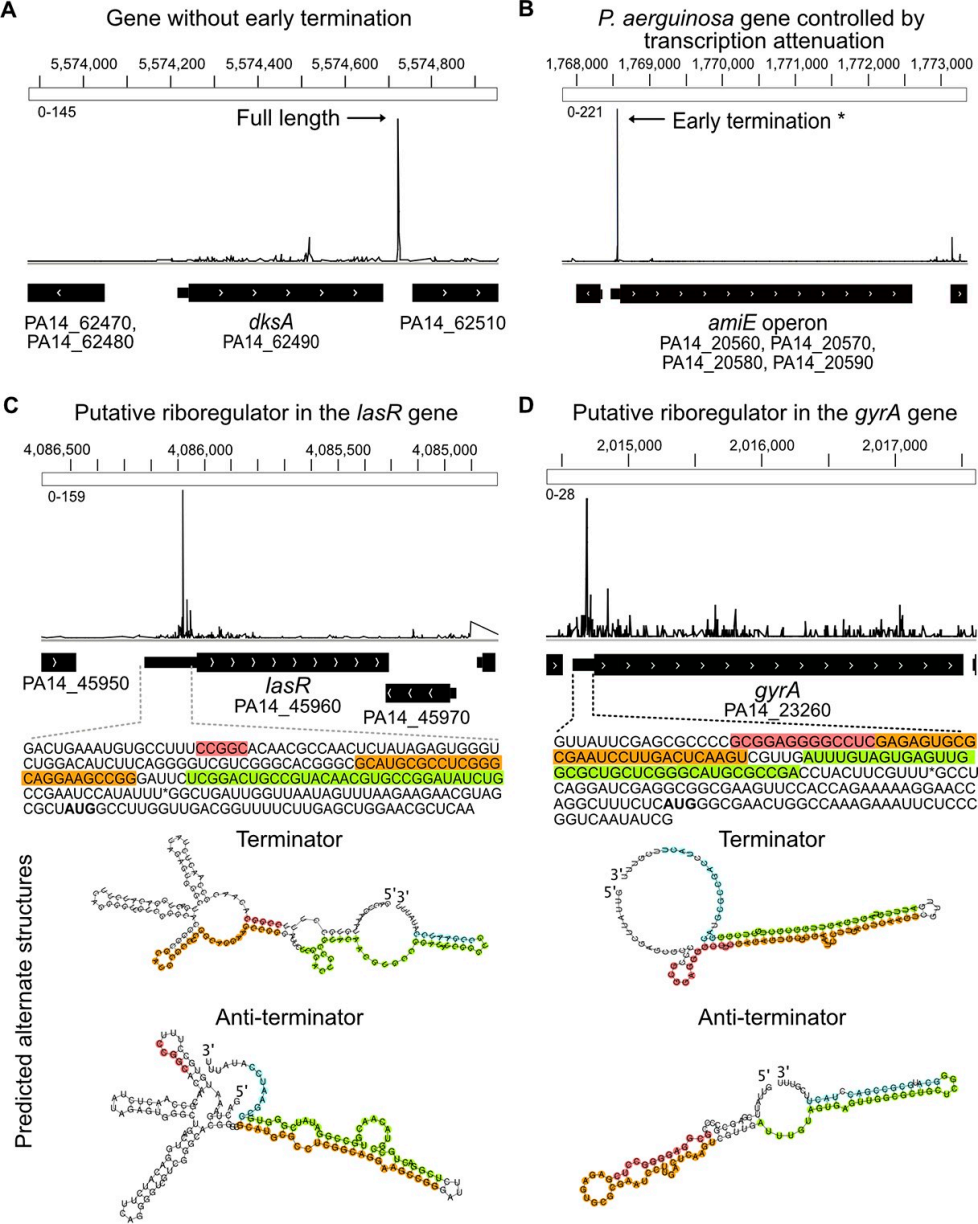
Predicting genes regulated by premature 3’ end formation in transcript leaders. IGV views show strand-specific 3’ end counts. (A) Example of a gene (*dksA* PA14_62490) not predicted to be regulated by premature transcription termination in its transcript leader. The major 3’ end peak is in the 3’ UTR. (B) IGV view of early termination in the *amiE* operon, known to be regulated by transcription attenuation, shows major 3’ end peak in transcript leader. (C) IGV view of *lasR* shows premature 3’ end peaks in its transcript leader. The sequence of the *lasR* early termination region and predicted alternate secondary structures in the transcript leader are shown below. The asterisk denotes a premature 3’ end peak. Alternate structures with potential to effect early termination (terminator and transcriptional read-through (anti-terminator was predicted with PASIFIC [68] using the sequence upstream of the asterisk (corresponding to a 3’ end significant peak) as the input. (D) IGV view of DNA gyrase A (*gyrA)* shows premature 3’ ends in its transcript leader. The sequence of *gyrA* transcript leader and 40 nt in the CDS and the alternate structures predicted by PASIFIC are shown below, as in C.

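Among the genes at hand with much early termination, plsX, for an enzyme of phospholipid synthesis, had 92.2% ± 0.866 of its ends in the early zone in untreated planktonic cells and 84.1% ± 3.93 in untreated biofilms (SD, n = 3 each). The efflux operon mexA-mexB-oprM had 53.0% ± 2.85 in biofilms with AZM and 29.8% ± 20.1 in untreated ones, which reached 52.8% (exact permutation test, two-sided, p = 0.2), and 4.24% ± 1.10 and 4.47% ± 2.33 in planktonic cells without and with AZM (SD, n = 3 each). The cold shock gene cspD and the fatty acid gene fadD1 are 2 of 11 genes over 30% in all 3 biofilms with AZM and under 30% in all 3 untreated biofilms. The tRNA synthetase gene tyrS and the alginate gene algF are 2 of 5 with the opposite pattern. By the percentage alone, 203 of 1998 genes (10.2%) were over 30% in at least 2 replicates of a group, and 65 of these in all 4 groups. The paper also required a significant peak in the early zone. That condition was not applied here, so the 203 are not the paper's candidates. The groups held 112 (planktonic untreated), 98 (planktonic + AZM), 124 (biofilm untreated) and 159 (biofilm + AZM). With a threshold of 20% there were 327 genes, and with 50% 99. Of 690 genes with a mean over 10% in at least 1 of the 4 groups, 123 had all AZM biofilms above all untreated ones and 70 below. In planktonic cells these were 29 and 78. A gene can enter this set through 1 high group, which favours groups without overlap. The 10% of genes that chance gives in both directions together therefore does not hold for it.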

We identified 282 protein-coding genes with more than 30% of their 3’ ends in the early termination zone (S12 Table). This included genes previously reported to be controlled by transcription termination in *P*. *aeruginosa* or other bacteria, e.g. *amiE* operon (Figs 4B and S5C–S5F), attesting to the ability of our approach to predict genes that are potentially regulated in this manner [99–102]. 

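The amidase operon, from amiE to amiR, makes acetamide usable as a carbon and nitrogen source. It ended 86.8% ± 3.26 of its reads early in untreated biofilms and 87.8% ± 2.40 with AZM (SD, n = 3 each). In planktonic cells the values were 83.4% ± 8.84 and 73.1% ± 19.7, with 50.8% in the lowest AZM library. Neither difference exceeds the spread between replicates (exact permutation tests, two-sided, p = 0.7 and 0.6).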

The gene with highest early transcription termination is *rhlI*, from whose transcript leader the sRNA *rhlS* was recently reported to be derived [103] (S5C Fig). 

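In rhlI (PA14_19130, bases 1651888 to 1652493, plus strand), for the synthase of butanoyl-homoserine lactone, early ends made up 99.3% ± 0.177 in untreated biofilms and 99.5% ± 0.244 with AZM (SD, n = 3 each). In planktonic cells they made up 99.4% ± 0.0569 and 93.4% ± 9.55, with 82.4% in the lowest AZM library. This is rank 1 of the 1998 genes by the mean over 12 libraries, followed by PA14_36470 and PA14_28360. A single peak of 9962380 summed reads ends upstream of the rhlI start codon.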

We further utilized PASIFIC, a bioinformatic tool for predicting regulation via alternate structure formation and rho-independent termination to examine our new candidates for potential alternate structure formation and regulation by premature transcription termination [69], and ARNOLD [61] to separately predict rho-independent terminators (S13 Table). Forty-one premature termination candidate genes were predicted to have the propensity to form alternate structures and / or contain rho-independent terminators. Notably, these new candidates included several genes critical for *Pseudomonas* biology, such as the QS and virulence gene *lasR* [104] (Fig 4C), DNA gyrase A (*gyrA)*—associated with fluoroquinolone-resistance currently being explored as a pharmacological target (Fig 4D) [105–107], and the cytochrome c oxidase operon (not shown). 

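The gyrase gene gyrA ended 31.2% ± 1.71 of its reads early in untreated biofilms and 41.5% ± 0.664 with AZM (SD, n = 3 each), and the groups do not overlap (exact permutation test, two-sided, p = 0.1, the smallest possible). In planktonic cells it ended 27.6% ± 4.36 and 23.9% ± 4.77 of its reads early, a difference within the spread between replicates. The largest gyrA peak upstream of the start codon lies from base 2014689 to 2014693. The quorum sensing receptor gene lasR (PA14_45960, bases 4085312 to 4086031, minus strand) had peaks of 5691 and 3344 summed reads upstream of its start codon. Its percentage is not in the part of the table used here. The catalase gene katA had 12.8% ± 4.09 in untreated biofilms and 21.5% ± 1.14 with AZM, and leuA 4.49% ± 0.462 and 18.5% ± 7.22, without overlap in either gene.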

Further biochemical and functional analysis of these candidate regulatory elements could provide insights into mechanisms controlling *P*. *aeruginosa* gene expression. In summary, we identify hundreds of genes in *P*. *aeruginosa* putatively regulated by early transcription termination or nuclease action, many of which were predicted to form alternate structures.

## Discussion

In this study, we used 3pMap to identify RNA 3’ ends in *P*. *aeruginosa* and to gain insights into gene regulation in response to AZM. Our study provides new insights into the role of transcriptional regulation in the *P*. *aeruginosa* response to AZM. Most downregulated genes, including many key transcriptional regulators and their targets—exhibit enhanced premature 3’ end formation. We also found reduced transcription attenuation in some upregulated genes upon AZM treatment, most notably inducing expression of *obgE*, a central component of the stringent response. Finally, we identified over two hundred genes exhibiting high levels of premature transcript termini in or near their 5’ transcript leaders. The sequences surrounding many of the premature transcript termini are predicted to form alternate structures and/or rho-independent terminators, suggesting some may be controlled by riboregulation (S13 Table). The implications of these results for understanding *P*. *aeruginosa* biology and therapeutic interventions are discussed below.

Chronic *P*. *aeruginosa* infections are common in CF patients, and sub-inhibitory concentrations of AZM improve clinical outcomes [13–15]. AZM impairs biofilm formation due to altered expression of QS and virulence genes [21–29]. Previous work proposed the effects of AZM on QS resulted from inhibition of the synthesis of specific proteins [22, 27]. First, AZM might disrupt the translation of an unknown protein which in turn controls the transcription of autoinducer synthases *lasI and rhlI* [22]. Secondly, AZM might downregulate the expression of N-acyl homoserine lactone (AHL) synthesis enzymes upstream of *lasI* and *rhlI*, which in turn further dampen AHL production and inhibit QS [27]. However, because the assays used in these previous studies did not differentiate between full-length and truncated transcripts, neither of the resulting models consider the impact of AZM-induced translational stalling on coupled mRNA transcription. We investigated the role of transcription regulation on the *P*. *aeruginosa* response to AZM using 3pMap. AZM greatly elevated the levels of premature transcripts in primary QS regulators *lasI* (in planktonic and biofilm cultures) and *rhlR* (in biofilms) (Fig 3A and 3B). Thus, our results suggest AZM directly impacts expression of QS genes by regulating transcription or transcript stability.

Importantly, we found AZM induced premature transcript formation in key transcriptional regulators of biofilm formation and virulence (S7 Table). Such increases in premature transcript formation accompanied the downregulation of *rpoS*, *rpoH*, *vqsR* and *anr* [70–72, 74, 75, 79]. *Anr* regulates QS and virulence gene expression in low-oxygen environments such as biofilms [74, 75]. In QS mutants isolated from infections, *anr* plays a compensatory role in virulence gene expression. The expression of *rpoS*, an alternative sigma factor and a master regulator of *P*. *aeruginosa* stress response [70, 71] was downregulated by AZM in planktonic cells as well. Increased premature 3’ end formation also accompanied downregulation of virulence factor genes targeted by QS (*lasB*, *phzB-G*, *pelABCD*, *rahU*) [25, 85, 86, 108]. The premature 3’-ends we discovered could result from altered premature termination, transcription pausing, or from nuclease activities. Taken together, our results support a model in which AZM-induced premature 3’ end formation reduces the expression of these central transcriptional modulators (Fig 5A).

**Fig 5:**
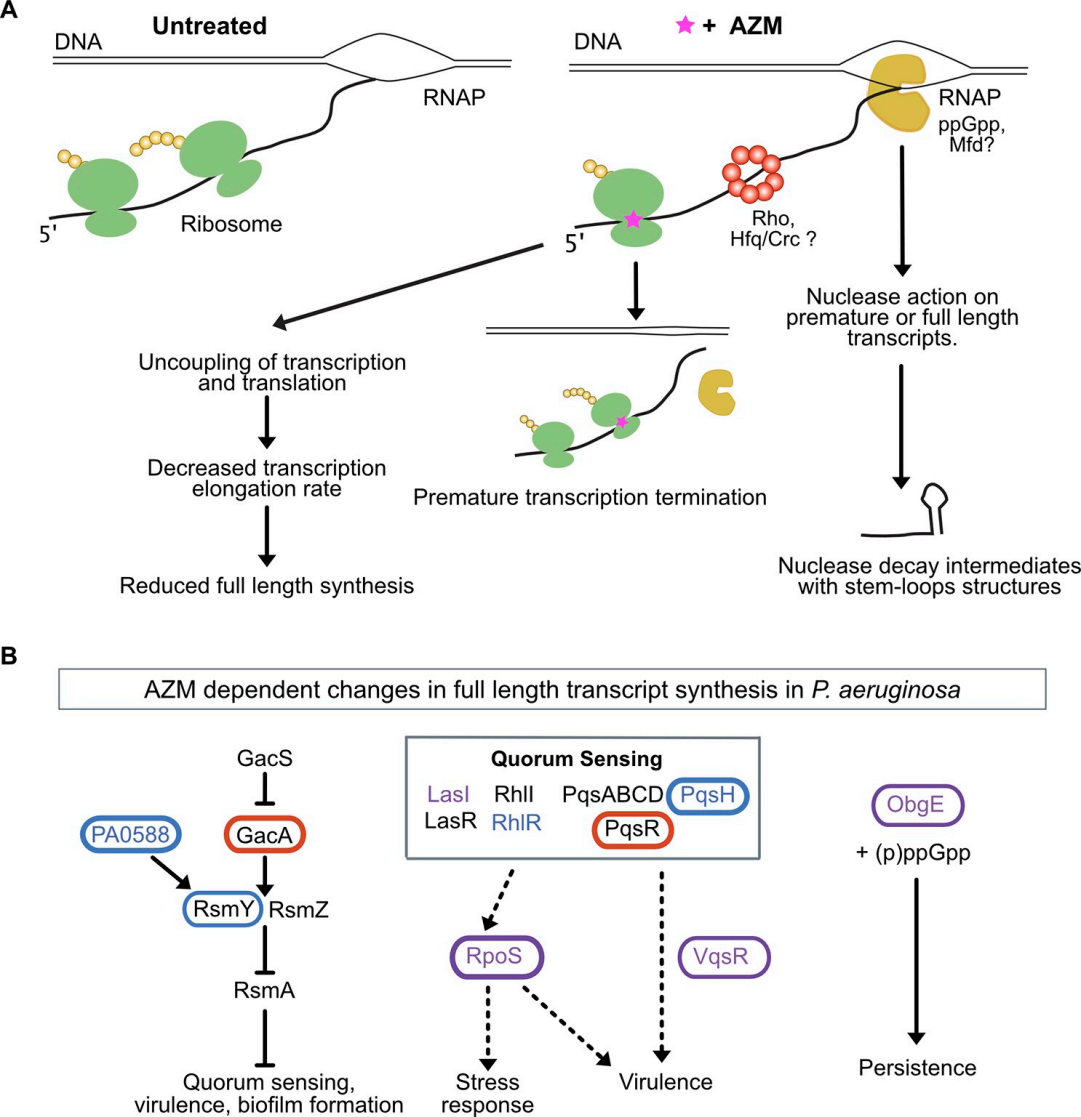
Model of *P*. *aeruginosa* response to azithromycin. **(A)** Altered premature 3’-end formation is observed in up and down-regulated genes/operons of *P*. *aeruginosa* in response to AZM. AZM induces changes in premature transcription termination, transcription pausing and/or transcription elongation rate, due to transcription-translation uncoupling or altered RNA polymerase pausing in response to ppGpp, thereby resulting in gene expression changes. Alternatively, nuclease action on premature and full-length transcripts could contribute to gene expression changes in response to AZM. Different molecular mediators of transcriptional control that could affect transcriptional changes are indicated–Rho and Mfd (transcription termination), ppGpp (RNAP pausing), and Hfq (sRNA action and nuclease recruitment). **(B)** Impact of AZM on gene expression of key *P*. *aeruginosa* regulators. Network diagram depicts several genes found to be differentially regulated and exhibit premature transcription termination within the GacS/GacA signal transduction system, quorum sensing systems, and stringent response regulators. These genes, and their regulons, have been shown to be highly interconnected, therefore only a subsection of interactions are shown here. Oval outlines indicate that a gene was differentially expressed upon AZM treatment as detected by DESeq2. Significant hits for altered relative I/FL ratio upon AZM treatment is shown by color of the text. Genes with altered expression or early transcription termination in biofilms are indicated in blue, in planktonic culture in red, and in both conditions in purple. The nature of the expression changes is indicated in Fig 3D.

The effects of AZM on *P*. *aeruginosa* gene expression are reminiscent of previous work in other bacteria, which showed ribosome-acting antibiotics can alter target gene transcription by stalling translation [36, 109–112]. In *E*. *coli*, slowing translation with sublethal concentrations of chloramphenicol uncouples transcription from translation, thereby slowing transcription elongation rates and/or triggering premature transcription termination [37, 112]. Macrolide-mediated ribosome stalling is not uniformly distributed across genes but instead is determined by specific sequence features of nascent polypeptides [113]. In *Staphylococcus aureus*, AZM caused sequence-specific ribosome stalling in the middle or late stages of translation [32, 33]. Interestingly, AZM-specific ribosome stalling hotspots, referred to as ‘macrolide arrest motifs’ [114], were enriched in virulence-related and essential genes [113]. By quantifying premature transcription, we found premature transcript termini accumulate at most, if not all, downregulated genes in *P*. *aeruginosa*. This accumulation of premature transcripts likely reflects sequence-specific ribosome stalling. One interesting possibility is that *P*. *aeruginosa* has evolved macrolide-responsive stall sequences in QS and stress response genes (e.g. *rpoS* and *lasI*) to promote survival in response to macrolides produced by environmental competitors [115]. Additional studies, including ribosome profiling, are needed to identify translation stalling motifs in *P*. *aeruginosa* and further investigate antibiotic induced ribosome stalling on transcription.

Bacterial transcription termination occurs via intrinsic and factor-dependent mechanisms mediated by Rho and Mfd [44, 45]. Other work has shown that sRNAs can antagonize Rho-dependent termination, e.g. at the *E*. *coli rpoS* gene [116]. We find that roughly one-fifth of reads in significant 3’ end peaks correspond to predicted rho-independent or intrinsic terminators, suggesting most termination in *P*. *aeruginosa* is factor-dependent (S3 Table). AZM treatment did not considerably change the proportion of reads in peaks overlapping intrinsic terminators in biofilms and planktonic cultures, suggesting that factor-dependent termination could play an important role in *P*. *aeruginosa* AZM response.

It is possible that some of the altered 3’-end significant peaks observed in AZM-treated samples could be nuclease-degradation intermediates with stable structures. In bacteria, ribosome occupancy and events occurring during translation influence the susceptibility of mRNAs to ribonuclease attack [117]. Transcriptional pausing and translation-transcription uncoupling are thought to increase endonucleolytic RNase cleavage [117–119]. The cleavage products are quickly acted upon by 3’ exonucleases until they encounter thermodynamically stable stem-loop structures. Consequently, the possibility of increased nuclease action on some mature and nascent transcripts in AZM-treated samples cannot be ruled out. For example, *hemN* and *rpoS* have been reported to be bound by *Hfq* in *P*. *aeruginosa* strain PA01 in the absence of antibiotics [120]. However, we also note that low levels of antibiotics that inhibit translation have been found to stabilize mRNAs typically associated with drug resistance in Gram-positive bacteria (e.g. *S*. *aureus* and *B*.*subtilis ermA* and *ermC* [121, 122]).

An interesting observation from our study is the differential increase in tRNA 3’-end levels in response to AZM.The increased 3’-ends for tRNAs, particularly rare codon tRNAs for Arg, Lys, Pro, Gln, Gly, Sec, and Val in biofilms (S7 Table), could arise from reduced aminoacylation or an increase in tRNA gene expression. Reduced aminoacylation could cause translational stalling at rare codons, further altering the synthesis of full-length transcripts (Fig 5A) [110, 111]. Increased tRNA gene expression, unless accompanied by proportionate increases in aminoacylation, could dilute the pool of charged tRNA. In this case, the net effect would also be increased translational stalling at these rare codons. The influence of rare codons on translation and transcription elongation rates is well documented in *E*. *coli* [107], and tRNA concentrations and codon decoding times are positively correlated in many prokaryotes [13, 116]. Interestingly, replacing a rare codon (AGG, frequency = 0.6 / 1000) for Arginine at the second codon position of the QS gene *rhlR* with the most frequently used codon (CGC, frequency = 48.8 / 1000) was previously shown to alleviate the inhibitory effects of AZM on virulence factor production in *P*. *aeruginosa* [123]. Our results suggest tRNAs targeting rare codons for Arg, Lys, Pro, Gln, Gly, Sec, and Val were more often uncharged after AZM treatment in biofilms. This decrease in tRNA charging could cause ribosome stalling at rare codons, altering the synthesis of full-length transcripts. Deacylated/uncharged tRNAs bind to the A-site on the ribosome, eventually triggering stringent response mechanism [124]. The stringent response leads to elevated levels alarmones such as ppGpp and ppppGpp, which are known to regulate RNA polymerase and help bacteria to survive under adverse conditions. Future work evaluating the role of tRNAs in the *P*. *aeruginosa* response to AZM would be beneficial.

AZM treatment caused upregulation of *obgE*, a conserved GTPase that binds ppGpp and mediates the stringent response and persistence under various stresses by increasing the dissociation of stalled 70S ribosomal units [82, 83, 125]. 3pMap identified a prominent 3’ end significant peak in the first codon of the *obgE* ORF (Fig 3E and 3F). AZM-induced upregulation of *obgE* coincided with significantly reduced levels of premature 3’ end termini in the transcript leader, suggesting it may be regulated by a transcriptional attenuator. Ribosome stalling on upstream open reading frames (uORFs) in transcript leaders have been shown to relieve premature transcription termination of response to the macrolide lincomycin in *L*. *monocytogenes* [40]. Curiously, the *obgE* transcript leader contains a uORF (Figs 3F and S4), which may play a similar role in upregulating full-length transcription through attenuation. However, this attenuation-by-uORF mechanism seems insufficient because the observed premature termination occurs at the *obgE* start codon, which is followed by a rare codon for lysine, not in an intrinsic terminator. This suggests additional regulatory factors may contribute to the switch to full length transcription in the presence of azithromycin. For example, the switch to full length transcription may be independent of the uORF, instead relying on Rho, other *trans*-acting factors or uncharged tRNA. Notably, transcriptional pausing often occurs at translation start sites in *E*. *coli* and *B*. *subtilis*[126], and ppGpp has been shown to bind directly to *E*. *coli* RNA polymerase and alter its pausing behavior [127], which could potentially relieve premature termination in *obgE*. Future work is needed to determine the mechanisms underlying transcriptional regulation of *obgE*.

RNA-based regulatory strategies are gaining traction as antibacterial therapeutic targets [13, 52, 128, 129]. For example, the FMN riboswitch controls expression of flavin mononucleotide synthesis operons in many bacteria. Ribocil, a small molecule that targets the riboswitch by mimicking the FMN ligand, reduced bacterial growth of *E*. *coli* in a mouse systemic infection model [128]. Similarly, a small molecule targeting the guanine riboswitch, PC1, inhibited growth of *S*. *aureus* in mouse and cow infection models [129, 130]. The candidates we identified provide a first transcriptome-wide catalogue of candidate genes regulated via mechanisms targeting transcript leaders such as premature transcription termination, translation inhibition, or nuclease action in *P*. *aeruginosa*, which have the potential to inform experimental studies to discover ‘druggable RNAs’. However, due to the compact nature of bacterial genomes, some of the candidate riboregulators may represent termination sites from upstream genes. On the other hand, many riboswitches and attenuators may still await discovery, as these elements are condition-specific and may require interactions with the host immune system or other cellular stresses for their activity. Indeed, our heuristic 30% ET threshold may miss elements that were less active in the metabolic conditions of the media used in our study. Additionally, some could produce novel sRNAs with regulatory roles, as was recently reported for *rhlI* [103]. Thus, further studies are needed to probe the transcriptional regulation of the elements identified here and to identify the full set of bona fide riboregulators in *P*. *aeruginosa*.

Regardless of the molecular mechanisms utilized, our results reveal that the accumulation of alternative 3’ termini is a hallmark of the response to AZM by *P*. *aeruginosa* that may contribute to changes in QS and virulence gene expression. We propose a model in which the AZM-induced premature transcription termination, pausing, and/or nuclease action on multiple central transcriptional modulators cascades through their regulatory targets (Fig 5B). Furthermore, the AZM-dependent increase in tRNA 3’-ends and induction of *obgE* expression suggest that AZM may trigger the stringent response and persistence in *P*. *aeruginosa*. This implies that the efficacy of AZM as an anti-virulence treatment may trade off against the induction of persister phenotypes, a phenomenon warranting further study. In summary, we provide new insights into how AZM treatment affects the transcriptional landscape of *P*. *aeruginosa*, which has important implications for the development and implementation of treatments for infections.

## Supporting information

S1 Fig The Minimum Inhibitory Concentration (MIC) of AZM was determined by broth microdilution according to CLSI guidelines [131]. Three replicate assays were performed. Briefly, twofold microdilutions of Azithromycin dihydrate (Fisher J66740) in Mueller Hinton Broth were inoculated with 5x10^5^ CFU/mL PA14 in a 96 well plate. After 16–20 hours of incubation at 37°C, MIC was determined to be the lowest concentration of antibiotic at which no visible growth was observed.
(TIFF)

S2 Fig Genome-wide mapping of RNA 3’ ends in untreated planktonic cultures of PA14 using 3pMap. **(A).** Location of 3pMap reads with respect to the 3’ end of tRNAs (RNA end = 0 nucleotide). 98.78% of the significant peaks within or downstream of tRNAs are located within 3 nucleotides from the annotated RNA ends. **(B)** Genome browser view of distribution of 3’ ends around two tRNA genes. Number of 3’ end reads corresponding to each sample are denoted on the top of the sample tracks. **(C)** Location of 3pMap reads with respect to the 3’ end of CDSs. RNA 3’ end = 0 nucleotide. 88.4% of significant peaks associated with mRNAs were located in intergenic regions, with <12% located within coding sequences. **(D)** Location of 3pMap reads with respect to the 3’ end of 23S ribosomal RNAs. 99.8% of the significant peaks within or downstream of 23SrRNA genes are located within 3 nucleotides of the annotated RNA ends. **(E)** Genome browser view of the distribution of 3’ ends around representative 23S rRNA and 5S rRNA genes. **(F)** Extended 16S rRNAs in *Pseudomonas aeruginosa*. 80.54% of the detected 16S rRNAs (<10,000 reads in three replicates) had RNA 3’ ends in +35 and +36 nucleotides downstream of their annotated RNA 3’ ends. A recent study reported extended anti-Shine Dalgarno motifs in 16S rRNA in other bacteria, although they failed to identify such a motif in *P*. *aeruginosa* [132]. The major peak +35/36 downstream of 16S rRNA could represent extended anti-Shine Dalgarno motifs in *P*. *aeruginosa* 16S rRNA, capable of providing additional specificity or transcript preference for Shine Dalgarno motifs on mRNA, or unprocessed pre-16S rRNAs [132, 133]. **(G)** 99.9% of RNA 3’ end significant peaks associated with 5S rRNAs were located -8 or -7 nucleotides upstream of their annotated RNA ends. **(H)** Alignment of 5S rRNA sequences from PA01 and PA14 genome annotations using Clustal Omega (www.ebi.ac.uk). The prokaryotic 5S rRNA sequence is well conserved and 120 nucleotides long, including in the PAO1 strain (Pseudomonas genome database). We aligned the 5S rRNA sequences from PAO1 and our PA14 using Clustal Omega (www.ebi.ac.uk), and found that the 3’ end identified by 3pMap is identical to PAO1. The 3’ end identified by 3pMap matches with the annotated PA01 5S rRNA 3’ end.
(TIFF)

S3 Fig Changes in intragenic to full-length transcript ratios of *lasI* and *hemN*. Total RNA was phenol-chloroform extracted from biofilm samples and treated with 1 unit of RQ1 RNase-Free DNase (Promega M6101) according to manufacturer’s protocol to remove any residual genomic DNA. DNase-treated RNA was reverse transcribed using a 2 μM pooled mixture of reverse primers for the target genes of interest (S14 Table) and Superscript IV Reverse Transcriptase (Thermofisher Scientific 18090010). The reverse transcription reaction for intragenic and full-length transcripts were performed for 20 minutes at 55°C. cDNA was amplified with the corresponding primer pairs (S14 Table) for targets of interest and Sybr Green PowerUp Master Mix (Thermofisher Scientific A25741) according to the manufacturer’s protocol on Applied Biosystems StepOne Plus Real-Time PCR system. For each condition, three biological replicates were tested, with three technical replicates for each.
(TIFF)

S4 Fig Full coverage strand-specific 3pMap reads for *obgE* transcript leader. Tracks for all three replicates of biofilm treated (AZM) and untreated (U) samples are shown. The numbers on the scale depict original, non-normalized read counts. Both AUG methionines of the potential uORF, though outside the annotated transcript leader from Wurtzel *et al*., are covered by transcribed RNA in vivo. Note the strong accumulation of 3’ ends at the *obgE* start codon, which appears as a “cliff” before coverage drops (compare to Fig 3).
(TIFF)

S5 Fig Early termination in PA14 transcript leaders. **(A)** Determining the early termination zone. Number of known riboswitches reported on Rfam detected for each ET zone and %ET cut off considerations. The lowest ET zone consideration of transcript leader + 40 nt in CDS and the highest cut-off value of 30% detected 8/11 riboswitches reported on Rfam, and was therefore used for predicting putative riboregulators. **(B)** Box Whisker plot showing the distribution of %ET values in samples using ET zone transcript leader + 40 nt of CDS. **(C)** Early transcription termination in the *rhlI* gene detected by 3pMap [133]. Genome browser images show strand-specific tracks for the strand same as the gene of interest and in untreated planktonic samples unless specified. **(D)** Potential regulation of the *pyRG* gene by in *P*. *aeruginosa* by 3’ end formation in its transcript leader. The *pyrG* expression is controlled by transcription attenuation in *B*. *subtilis* [134]. Genome browser image shows *pyrG*, *kdsA* operon. **(E)** Premature 3’ end formation in *trpGDC* operon in *P*. *aeruginosa* biofilms. %ET values in planktonic (untreated and +AZM) and untreated biofilm samples were below the cut-off value. However, in AZM-treated biofilms (+AZM), regulation by premature 3’ end formation was predicted. The gene is predicted to be regulated by transcription attenuation in *B*. *subtilis* [135]. **(F)** A closer view of the transcript leader and early termination peak in *trpGDC* operon. The 3’ end peaks are located adjacent to a potential uORF with GTG start codon.
(TIFF)

S1 Table Genomic coordinates of Rho-independent terminators in *P. aeruginosa* genome predicted using ARNold webserver.

S2 Table Genomic coordinates of genes and operons written similar to bed format and used for bedtools and assigning 3’-end reads and peaks to transcript leaders, intragenic or operon, and 3pUTR categories.

S3 Table 3’ end significant peaks associated with genes and operons in *P. aeruginosa*.

S4 Table Percentage of 3’ end significant peaks associated with rho-independent terminators in the protein coding genes.

S5 Table Read counts associated with 3’ UTRs of genes/operons replicates in untreated (U) and azithromyin-treated (AZ) biofilm(BF) samples and differential expression analysis results from DEseq2.

S6 Table Read counts associated with 3’ UTRs of genes/operons replicates in untreated (U) and azithromyin-treated (AZ) biofilm(BF) samples and differential expression analysis results from DEseq2.

S7 Table DEseq2 results—Log2fold changes with pAdj < 0.1 in biofilm (BF) and planktonic (Pl) samples. NS denotes "not significant" and represents log2 fold changes with pAdj value > 0.1.
(XLSX)

S8 Table tRNA genes with greater than two-fold change in 3’ end reads up on AZM treatment.

S9 Table Relative changes in the ratio of reads in internal peaks (I) to reads in Full length peaks (FL) in planktonic samples.

S10 Table Relative changes in the ratio of reads in internal peaks (I) to reads in Full length peaks (FL) in biofilm samples.

S11 Table Rfam annotated riboregulatory elements in *P. aeruginosa* (PA01).

S12 Table Percent Early Termini reads (%ET) for all protein coding genes/operons in *P. aeruginosa*.

S13 Table Genes predicted to form alternate structures by PASIFIC or Rho-independent transcription terminators predicted by ARNold in their ET zone.

S14 Table Primers used for RT-qPCR.

S1 Scripts This file contains all of the custom scripts used for data analysis as cited in the methods section of the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

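The samples were 12 libraries of 3' ends of total RNA (3pMap) from the PA14 strain of Pseudomonas aeruginosa, in 4 groups of 3: planktonic cells and biofilms, each untreated or treated with AZM at 0.5 µg/ml, for 20 min (planktonic) or 180 min (biofilms grown for 24 h). Conditions and replicate numbers were taken from the sample labels. The treatment label of untreated planktonic replicate 3 reads PA25, which names no treatment of the paper, and its group was taken from its title. Replicate numbers do not pair libraries: changes of an AZM library and of the untreated library with the same number correlated at -0.137 to 0.137, in the range of other pairs.

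The authors trimmed the reads with cutadapt 1.9.1, aligned them to the genome of the strain with Bowtie2 2.1.0, and counted the 3' end positions on each strand. Peaks were called by the authors in each library against the average of the genome and of a window around the position, kept when found in at least 2 of 3 replicates of a group, and merged over the 4 groups into 1 list. The values in this deposited list are counts, whole-number reads that the authors summed over the libraries and positions merged into each peak, with no normalization. A library's peak can enter a sum more than once, so the sums are not depths. The other deposited files are the authors' annotation with the genome sequence, and their positions of peaks per transcription unit. None holds a column of values per library.

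Values per library were therefore taken from the supplementary tables, as read counts that the authors give per library: reads in significant peaks (S4 Table), reads in 3' UTR regions (S5 and S6 Tables), intragenic and full-length peak reads (S9 and S10 Tables), and percentages of early termination (S12 Table). Of S5 and S6 Tables 1998 of 4059 transcription units were at hand, and of S12 Table 1998 of 3997 genes. S9 and S10 Tables, with 893 and 861 genes, are complete. The supplementary tables and the authors' calls had been read before the tests, the gene lists and the rule for named genes were chosen, and the deposited files had not.

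Named are every gene that the paper names on these libraries, and in each main comparison the 5 called genes with the largest change in each direction among those whose 3 AZM libraries all lie beyond the 3 untreated ones. Called members of each list by function, 2 to 4 per list with the lowest adjusted p, are also named. Genes given as examples of early termination, and other genes outside this rule, were chosen after their values were seen.

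Peaks were assigned on the same strand to a gene when they lay inside it or up to 400 nt downstream, before the next gene. Counts of tRNA peaks by distance from the 3' end used those inside or up to 100 nt downstream. One comparison of the peaks and of the reads in them is not reported here. Shares have Wilson 95% intervals. Groups of 3 libraries were compared by exact permutation tests, whose smallest p is 0.1.

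Counts of 3' UTR reads were fitted over the 12 libraries, and full-length reads within each culture type, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM scaling and the filter filterByExpr. A gene was called at a false discovery rate of 0.1 and a fold change over 2. The difference of the AZM effect between culture types was tested as an interaction in the same way. I/FL was tested by the Cochran-Mantel-Haenszel test over 3 strata of replicate number, counts of 0 replaced by 1, at a false discovery rate of 0.1, and with libraries as replicates by edgeR. Genes that the authors' DESeq2 results call were compared with other genes by Fisher's exact test, two-sided, and intragenic reads of these sets by 100000 random draws of genes. Alternatives were DESeq2 1.42.0, limma 3.58.1 with 0.5 added to counts, median-ratio size factors, library sizes from all significant peaks, no filter, a fit of 1 culture type alone, a block for the replicate number, a false discovery rate of 0.05, at least 10 reads in every library, each gene set against the median of all genes, other windows and distances of peaks, early termination over 20% or 50%, and each library left out in turn. Tables and statistics were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures drawn with matplotlib 3.10.9.

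Reads in significant peaks numbered 747315 to 6090118 per library. The least deep libraries are AZM replicate 2 of biofilms (747315 reads, 469266 in 3' UTR regions) and AZM replicate 3 of planktonic cells (1171957 and 464642). TMM factors of 3' UTR reads ranged from 0.354 in AZM replicate 1 of biofilms to 4.20 in AZM replicate 3 of planktonic cells, since tRNA units take 60.9% to 93.6% of these reads. The fits were tested on simulated data with changed and unchanged genes. For 3' UTR reads edgeR found 76.6% of 4-fold changes in biofilms and 93.5% in planktonic cells, and 14.9% and 19.0% of 2-fold changes, and called 5 of 1089 and 12 of 1069 unchanged genes. For full-length reads it found 83.1% and 91.3% of 4-fold changes. With the spread between libraries of a group in the simulated counts, the Cochran-Mantel-Haenszel test called 221 of 661 and 230 of 693 unchanged genes, and edgeR with libraries as replicates 4 and 1, finding 26% and 23% of 4-fold changes. No library is a copy of another. Reads were not aligned again, and peaks were not called again. Sequence reads, the figures' read profiles, S2 and S3 Tables and experiments without sequencing were not used here.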

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

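Counts over other splits of the libraries, and the comparison of the test on reads with the test on libraries, were chosen only after the results were seen. The effect of AZM differed between biofilms and planktonic cells, by edgeR's interaction test, for 95 of 694 genes in full-length reads, 94 of 1378 units in 3' UTR reads, and 139 of 765 genes in I/FL with libraries as replicates. The GTPase gene obgE rose in full-length reads by 4.70 more in biofilms (log2 scale) and its I/FL went the other way, by -5.26. The regulator gene rhlR moved by -2.79 in full-length reads and -3.65 in 3' UTR reads, biofilm minus planktonic, and by 4.37 in I/FL. I/FL of hemN differed by 4.84. Biofilms were treated for 180 min and planktonic cells for 20 min, so the culture type and the time of treatment are confounded.

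Among 100 splits of the libraries within each culture type, the real one included, only the real split gave as many interaction calls in full-length reads (95, the highest other 84). The same held in 3' UTR reads (94, the highest other 80). For I/FL 6 of 100 splits, the real one included, gave as many as 139 (the highest other 204). These splits do not tell whether chance can be excluded for a difference between culture types, since most break the real biofilm groups and with them the change in biofilms. The high other splits are those that keep the real biofilm groups: the 88 splits without them gave at most 12, 20 and 1 calls, and the 11 others with them up to 84, 80 and 204. Of these 11, 5 gave as many calls as the real split in I/FL, so that count shows the change in biofilms more than a difference from planktonic cells. None of the 11 gave as many in full-length or 3' UTR reads, and the splits that keep the biofilm groups are too few for a share under 0.05.

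Changed I/FL by the CMH test, a test that takes reads as independent, covers 550 genes in biofilms and 376 in planktonic cells. With libraries as replicates 291 and 5 genes were called. In planktonic cells the spread between libraries of a group may thus account for the calls on reads, and the splits of the 6 libraries point the same way, with 376 calls in the real split and 380 in the highest other, and 2 of 10 splits, the real one included, with as many. In biofilms 291 of 861 genes were called with libraries as replicates, which argues against this spread as the whole cause, although the highest other split on reads gave 547 calls against 550. The test with libraries finds few changes of this size in simulated data, so real planktonic changes stay open, and no biological explanation was tested for planktonic cells.

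In biofilms with AZM I/FL was higher over most genes (median log2 odds ratio 1.07). No single replicate number sets this shift, since the median was at least 0.833 with any 1 left out. Whether intragenic reads rise or full-length reads fall cannot be told apart: the median log2 change of intragenic reads was 0.79 on the scale of 3' UTR reads and 0.034 with library sizes from all significant peaks. A change of the RNAs themselves by AZM in biofilms stays open as a hypothesis.

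Most genes lower with AZM in biofilms had higher I/FL (93 of 100). The shift over all genes does not account for it, since against the median gene 67% of these genes still had higher I/FL, and 22.5% of the others. Full-length reads enter both measures, and intragenic reads of these genes did not rise more than those of other genes (difference of medians -0.211, permutation p = 0.078). The shared full-length reads may therefore explain the pattern without more premature ends. A loss of full-length transcripts to premature ends with unstable products would look the same in these counts and was not tested.

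For the counts of called genes, 3 libraries against 3 make 10 splits, too few for a share under 0.05. In 3' UTR reads the real splits gave 125 calls in biofilms (the highest other 1) and 109 in planktonic cells (0). In full-length reads they gave 148 (1) and 43 (0), in I/FL with libraries as replicates 291 (0) and 5 (0), and in intragenic reads 211 (0) and 73 (0).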

How the results depend on the processing

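Of the alternatives below, weighting tRNA peaks by summed reads, the 10% of mRNA peaks with the most reads, the other scalings of intragenic reads and leaving out libraries in the I/FL test with libraries as replicates were chosen only after the results were seen, and the others before. Over the counts and shares, 95 settings kept the value within its limits and 88 moved it, and over named genes 1895 kept direction and side of the threshold, 421 kept the direction and lost the call, 43 gained one and 19 turned. With each library left out, counts of genes higher and lower in 3' UTR reads ranged from 7 to 134 and 13 to 158 in biofilms and from 13 to 102 and 2 to 35 in planktonic cells, and in full-length reads from 5 to 162 and 1 to 167, and from 4 to 43 and 4 to 24. Counts of higher and lower I/FL ranged from 345 to 496 and 44 to 62 in biofilms (177 to 439 and 7 to 35 with libraries as replicates), and from 93 to 218 and 152 to 199 in planktonic cells. Their median log2 odds ratio ranged from 0.83 to 1.40 and from -0.20 to 0.12, and genes with an interaction in full-length reads from 43 to 155. Biofilm counts in 3' UTR and full-length reads rose above those of all libraries only without untreated replicate 3, the untreated biofilm library with the highest I/FL. At a false discovery rate of 0.05, higher and lower counts were 19 and 42 (3' UTR reads) and 21 and 28 (full-length) in biofilms, and 39 and 9, and 11 and 6, in planktonic cells. A block for the replicate number gave 27 and 6 in planktonic 3' UTR reads and 13 and 6 in full-length reads, but the numbers do not pair libraries. A fit of planktonic libraries alone gave 39 and 7 in 3' UTR reads. In planktonic full-length reads DESeq2 gave 53 and 31, and median-ratio size factors 18 higher. With library sizes from all significant peaks full-length counts were 10 and 288 in biofilms and 10 and 0 in planktonic cells by edgeR (168 at an unadjusted p under 0.05), since this scaling moves all genes together. Higher and lower I/FL were 279 and 12 (edgeR) and 281 and 16 (limma) in biofilms with libraries as replicates, and 4 and 1, and 1 and 0, in planktonic cells (81 at an unadjusted p under 0.05 by edgeR). Against the median of all genes biofilm counts were 238 and 219. Intragenic reads changed in 211 genes in biofilms and 73 in planktonic cells, in 101 and 27 with library sizes from all significant peaks, and in 339 and 40 scaled by full-length reads. The share of planktonic lower genes with higher I/FL was 66.7% with edgeR's own calls, and of higher genes with lower I/FL 0.847% with libraries as replicates. tRNA peaks within 1 nt were 0% and by summed reads 99.1%. Downstream mRNA peaks were 16.6% (200 nt), 11.5% (100 nt), 24.6% (at or above the median of reads), 85.5% (by summed reads) and 39.1% (the 10% with the most reads). Early termination over 20% held for 327 genes and over 50% for 99. The log2 odds ratios that turned are given for named genes that the CMH test called with all libraries, and other named genes are left out. In biofilms against the median gene these were dnr -0.35, algR-algZ -0.22, dnaK -0.15, fimU-pilW-pilX-pilY1 -0.34, lasB -0.29, lasR -0.42, pilG-pilH-pilI -0.070, roeA -0.064 and spcU-exoU -0.62. With 1 replicate number left out, fimU-pilW-pilX-pilY1 ranged from -0.12 (without replicate 3) to 1.15 and lasR from -0.19 (without replicate 1) to 1.40 in biofilms. In planktonic cells the ranges, lowest without replicate 3, were PA14_44370 to PA14_44400 -0.32 to 0.91, algR-algZ -0.12 to 1.49, dnaK -0.20 to 1.31, fliC -0.00378 to 1.06, ilvC -0.85 to 1.57, relA -0.41 to 1.84 and the rpsJ operon -0.34 to 0.98, and, lowest without replicate 2, ndk to PA14_14910 -0.21 to 0.64. The cause was not tested. The fold of higher planktonic genes with lower I/FL against other genes has no value with libraries as replicates, where no other gene was called. Not every alternative was run for each measure. Library sizes from all significant peaks were not used for 3' UTR reads. Interactions in 3' UTR reads and in I/FL were fitted at the main setting only, with no library left out. AZM replicate 2 of biofilms has the fewest full-length reads, 31411, and 2-fold changes are found in 14.9% of simulated biofilm genes, without the limit on fold change.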

Differences from the paper's values

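Tests chosen only after the result was seen are named where they occur. The paper gives Fisher's exact p = 0.001913 for genes lower with AZM in biofilms having higher I/FL, and the value here, with other genes as the comparison, is 5.37e-17. Of the alternatives set before the results were seen, the paper's table of calls and totals gives 0.00191, within the paper's value, while edgeR's own calls (4.58e-15), libraries as replicates (1.47e-21) and genes set against the median (1.71e-18) still differ. The paper's share of tRNA-associated peaks within 3 nt of the annotated end is 98%, for untreated planktonic cells, and the share here is 36.5%, for peaks merged over all 4 groups, which the list does not separate. The planned limits of 1 nt (0%), 10 nt (36.5%) and peaks at or above the median of reads (39.6%) still differ, and the share by summed reads, 99.1%, chosen after the values were seen, is within the paper's. The paper places 88.4% of mRNA-associated peaks outside coding sequences in untreated planktonic cells, and 21.3% of the peaks merged over all 4 groups lie downstream here. Planned windows of 200 nt (16.6%) and 100 nt (11.5%) and peaks at or above the median of reads (24.6%) still differ, the planned share by summed reads (85.5%) is within 1.5 times of the paper's, and the 10% of peaks with the most reads (39.1%), chosen after the values were seen, is not. A single peak between rhlR and rhlI holds 9962380 of the 20543558 downstream reads behind the 85.5%. For PA14_18600 in biofilms the authors' table gives a log2 fold change of -4.12 and the fit here -5.86. All AZM libraries are at 0 reads there, so neither fitted value is a bound.

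The paper names genes as changed that were not called here, where a call needs a fold change over 2 besides the paper's limit of 0.1 on the adjusted p. In 3' UTR reads of biofilms these are lasB (-0.95, edgeR adjusted p = 0.143, called without untreated replicate 3, and under the paper's limit on the adjusted p by DESeq2), rpoH (-1.24, called with no filter and in the fit of biofilms alone), dnr (1.03, called by DESeq2, in the fit of biofilms alone and without untreated replicate 3), the operon mexA-mexB-oprM (-1.13, called by DESeq2 and without untreated replicate 3), the first phenazine operon phzB1 to phzG1 (-2.05, called with no filter) and PA14_16800-PA14_16820 (-1.23, called by DESeq2, with no filter, in the fit of biofilms alone and without untreated replicate 3). In planktonic cells vqsR, which the paper names as lower, was at -0.82 (adjusted p = 0.157 from edgeR), within the fold limit used here, and under the paper's limit on the adjusted p by DESeq2. In full-length reads relA (-1.47, adjusted p = 0.11 from edgeR) in biofilms and algR-algZ (-1.80, adjusted p = 0.11 from edgeR) in planktonic cells were not called. Nor were hemN in biofilms and obgE in planktonic cells called in these reads. The paper's results for relA, algR-algZ, hemN and obgE rest on all 3' UTR reads, which were not tested here for these genes. Full-length peak reads are another measure, fitted within 1 culture type, so they do not retest those results. Called here and without an adjusted p in the authors' tables are PA14_12920 and PA14_18600 in biofilms and PA14_00630, PA14_16960-PA14_16970, PA14_27940-PA14_27950 and PA14_29770 in planktonic cells, none of which DESeq2 called here.

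The paper describes obgE as having fewer premature ends at its start codon with AZM. Its ratio fell here as the paper states (odds ratio 0.0238), while its intragenic reads, summed over all peaks inside the unit, were at 0.08 on the log2 scale of 3' UTR reads (adjusted p = 0.923 from edgeR) and at -0.88 with library sizes from all significant peaks (adjusted p = 0.349 from edgeR), and did not pass on either. The peak at the start codon alone has no value per library here. Its full-length reads rose by 5.48. The paper's text names a tRNA for valine as the one tRNA that rose in planktonic cells, while the authors' table lists PA14_41340, a tRNA for arginine, which is outside the part of the tables used here. None of 24 tRNA units at hand was called here by edgeR. The paper puts the median of early termination below a limit in all libraries, and in biofilms with AZM replicates 1 and 3 were at 3.03% and 3.23% over the genes at hand.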

Other observations

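The tests reported here on gene lists were chosen before they were run, but after the authors' calls on the same counts had been read. The sets of genes without overlap between groups were chosen after the results were seen. Single genes of amino acid synthesis and translation responded to AZM differently in the 2 culture types. The isopropylmalate isomerase genes leuC-leuD fell in biofilms (-2.03) and rose in planktonic cells (1.43), with a difference of -3.46 in 3' UTR reads by edgeR's interaction test, and rplT, rplL, rplS and rpsU also passed that test. The chaperone gene dnaK had a difference of 2.65 in full-length reads, the protease gene mucD of -3.10, the anaerobic regulator gene anr of -2.90 and the transcription cofactor gene dksA of -2.22. The paper does not report a test of these differences, and leuC-leuD in planktonic cells was not called without any 1 untreated replicate or without AZM replicate 3, where it was at 0.40.

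Genes with premature ends in biofilms that the paper does not name include PA14_19380, for a transcriptional regulator (odds ratio 585), argS-PA14_66760, with the arginine tRNA synthetase gene (151), and ccpR, for a cytochrome c peroxidase (123). PA14_65260 (0.132) and PA14_40840, for a periplasmic protease (0.167), went the other way. Without replicate 1 of both groups the log2 odds ratio of PA14_19380 was 8.47 (from 9.19), of ccpR 6.00 (from 6.95) and of PA14_65260 -3.98 (from -2.93), and without replicate 3 ccpR was at 7.57 and PA14_40840 at -3.22 (from -2.58). In planktonic cells PA14_13140 had an odds ratio of 85.2 (log2 6.41, and 5.57 or 7.17 without replicate 1 or 3 of both groups), and was the only named planktonic gene called with libraries as replicates by both edgeR (adjusted p = 0.0166) and limma. The percentage of early ends in katA, gacA-uvrC-pgsA and leuA was higher without overlap in biofilms with AZM, at 21.5%, 11.3% and 18.5% (exact permutation tests, two-sided, p = 0.1 each, the smallest possible). They are among 123 with this pattern of 690 genes with a mean over 10% in at least 1 group, where 70 had the opposite one. That set was picked by the same percentages, so no share expected by chance is given. A higher percentage does not show more early ends, since 3' UTR reads of katA and leuA fell in the same biofilms. Of the intragenic reads of all genes, 205 genes were higher and 6 lower in biofilms, and 67 and 6 in planktonic cells, by edgeR on the scale of 3' UTR reads. With library sizes from all significant peaks these were 65 and 36, and 27 and 0, and scaled by full-length reads 333 and 6, and 34 and 6, so the excess of higher genes in biofilms depends on the scaling. For planktonic genes lower with AZM, the authors' calls show a higher I/FL in 9 of 32 genes (28.1%) against 19.7% of other genes (Fisher's exact test, two-sided, p = 0.26). With edgeR's own calls it was 10 of 15 (66.7%) against 22.0% (p = 0.000329 by the exact test), and with libraries as replicates 0 of 32, where edgeR called 4 genes higher in all. Calls by edgeR on full-length reads are not independent of I/FL, which those reads also enter. Intragenic reads of the 32 genes had a median log2 change of -0.75, against 0.27 in other genes (permutation test, p = 1e-05, the smallest that the resamples can give).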
